# *N*-methyl-D-aspartate receptors mediate activity-dependent down-regulation of potassium channel genes during the expression of homeostatic intrinsic plasticity

**DOI:** 10.1186/s13041-015-0094-1

**Published:** 2015-01-20

**Authors:** Kwan Young Lee, Sara E Royston, Max O Vest, Daniel J Ley, Seungbae Lee, Eric C Bolton, Hee Jung Chung

**Keywords:** Homeostatic intrinsic plasticity, Potassium channel, NMDA receptor, Action potential, Hippocampus

## Abstract

**Background:**

Homeostatic intrinsic plasticity encompasses the mechanisms by which neurons stabilize their excitability in response to prolonged and destabilizing changes in global activity. However, the milieu of molecular players responsible for these regulatory mechanisms is largely unknown.

**Results:**

Using whole-cell patch clamp recording and unbiased gene expression profiling in rat dissociated hippocampal neurons cultured at high density, we demonstrate here that chronic activity blockade induced by the sodium channel blocker tetrodotoxin leads to a homeostatic increase in action potential firing and down-regulation of potassium channel genes. In addition, chronic activity blockade reduces total potassium current, as well as protein expression and current of voltage-gated K_v_1 and K_v_7 potassium channels, which are critical regulators of action potential firing. Importantly, inhibition of *N*-Methyl-D-Aspartate receptors alone mimics the effects of tetrodotoxin, including the elevation in firing frequency and reduction of potassium channel gene expression and current driven by activity blockade, whereas inhibition of L-type voltage-gated calcium channels has no effect.

**Conclusions:**

Collectively, our data suggest that homeostatic intrinsic plasticity induced by chronic activity blockade is accomplished in part by decreased calcium influx through *N*-Methyl-D-Aspartate receptors and subsequent transcriptional down-regulation of potassium channel genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13041-015-0094-1) contains supplementary material, which is available to authorized users.

## Background

Chronic perturbations in neuronal activity trigger homeostatic intrinsic plasticity, which maintain neuronal excitability within physiologic boundaries [1]. For example, action potential (AP) firing frequency is elevated by chronic activity blockade in cultured hippocampal and cortical neurons [2-6] and in hippocampus *in vivo* [7]. Conversely, chronic activity enhancement leads to a reduction in AP firing rate [2,5,8]. The elevation in AP firing frequency induced by global activity suppression is coupled to elevated sodium (Na^+^) current density and reduced potassium (K^+^) current density in dissociated cortical neurons [4], implicating activity-dependent changes in ionic conductance in homeostatic intrinsic plasticity. Intrinsic firing properties of mammalian neurons are largely determined by the biophysical properties, spatial distribution, and abundance of ion channels at the plasma membrane [9]. However, the identity of the specific channels critical for homeostatic intrinsic plasticity remains largely unknown.

Recent studies have reported that long-term changes in intracellular calcium (Ca^2+^) concentration can regulate expression of multiple ion channels [10] and mediate homeostatic plasticity in response to chronic alterations in neuronal activity [2,11-15]. In particular, prolonged inhibition of Ca^2+^ influx through *N*-Methyl-D-aspartate receptors (NMDAR) but not L-type voltage-gated Ca^2+^ channels (VGCC) has been shown to mimic the elevation in firing frequency driven by chronic activity blockade [2]. Interestingly, inhibition of transcription blocks induction of homeostatic plasticity at excitatory synapses in cultured cortical and hippocampal neurons [11,14], suggesting a critical role for transcriptional regulation of gene expression in homeostatic plasticity. Furthermore, the computational modeling work has recently shown that activity-dependent regulation of ion channel transcripts can underlie a mechanism by which alterations in intracellular Ca^2+^ concentration can control neuronal homeostasis [16]. Since Ca^2+^ influx through NMDARs or L-type VGCCs stimulates activity-dependent transcription in neurons [17], we hypothesized that homeostatic intrinsic plasticity is mediated in part by activity-dependent expression of genes whose protein products regulate intrinsic properties of neurons.

In the present study, we used unbiased gene expression profiling, real-time quantitative polymerase chain reaction (QPCR), and electrophysiology to search for novel molecular players critical for modulating ionic currents during the induction of homeostatic intrinsic plasticity in high-density cultures of dissociated hippocampal neurons. We identified 873 activity-dependent transcripts whose protein products have not previously been implicated in homeostatic plasticity. We found that chronic activity blockade leads to an increase in firing frequency, and decreases in K^+^ current and gene expression of various K^+^ channels. Furthermore, we discovered that the observed homeostatic intrinsic plasticity and down-regulation of K^+^ channel genes are mediated by changes in NMDAR activity but not L-type VGCC activity.

## Results and discussion

### Chronic activity blockade induces a homeostatic increase in intrinsic excitability

To collect ample amounts of RNA for cDNA microarray analysis, high-density cultures of dissociated hippocampal neurons (330 neurons/cm^2^) were treated for 48 hours (h) with vehicle control (CTL-H_2_O, 0.1% H_2_O), the sodium channel blocker tetrodotoxin (TTX, 0.5-1 μM), or the GABA_A_ receptor antagonist bicuculine (BC, 20 μM) (Figure 1A). Application of TTX immediately blocked spontaneous activity of hippocampal neurons whereas BC application rapidly induced burst firing of action potentials compared to CTL-H_2_O (Additional file 1: Figure S1). To verify the induction of homeostatic intrinsic plasticity, AP firing frequency was measured immediately after TTX or BC was washed out from the neurons treated for 48 h with TTX or BC as previously described [2] (Figure 1A,B).

**Figure 1:**
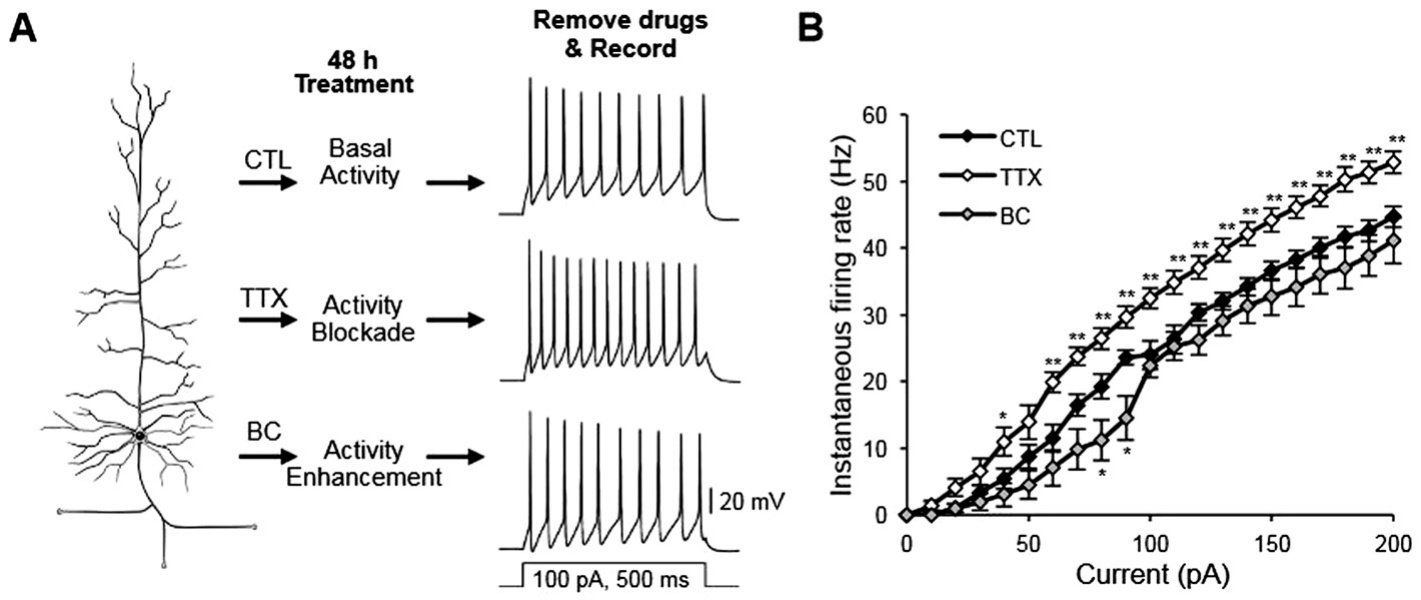
**Chronic blockade of neuronal activity induces a homeostatic increase in intrinsic excitability. (A,B)** Whole-cell patch clamp recording of rat dissociated hippocampal neurons cultured in a high density (DIV 12–14) that were treated for 48 h with vehicle control (CTL-H_2_O, 0.1% H_2_O), TTX (0.5-1 μM), or BC (20 μM). Following treatment removal, spike trains were evoked in pyramidal neurons by delivering constant somatic current pulses for 500 ms duration at a resting potential of −60 mV. **(A)** Representative spike trains. **(B)** Average AP firing rates (Hz) measured in pyramidal neurons treated for 48 h with CTL-H_2_O (n = 13), TTX (n = 10), or BC (n = 9). TTX but not BC treatment for 48 h significantly increased AP firing frequency compared to CTL-H_2_O treatment. Mean ± SEM (*p < 0.05, **p < 0.01).

TTX treatment for 48 h significantly increased AP firing frequency compared to CTL treatment at 40 pA injection (*p* < 0.05) and for all current injections over 60 pA in hippocampal neurons cultured at high density (Figure 1A,B, *p* < 0.01). The mean AP firing frequency in the TTX-treated neurons induced by 100 pA current injection was 32.4 ± 1.5 Hz, a 35% increase compared to CTL-H_2_O neurons (23.9 ± 2.1 Hz, *p* < 0.01). In contrast, 48 h BC treatment significantly reduced AP firing rates at 80–90 pA injections but did not alter firing rates for all other current injections (Figure 1A,B). Although membrane capacitance and resting membrane potential were unaffected by TTX or BC treatment (Table 1), TTX treatment increased the input resistance (Table 1) and decreased fast after-hyperpolarization (fAHP) amplitude and AP latency compared to CTL-H_2_O treatment (Table 2). Taken together, these findings indicate that TTX treatment for 48 h but not BC treatment caused an increase in AP firing rates in hippocampal neurons cultured at high density.

**Table 1:** **Passive properties of hippocampal pyramidal neurons cultured at high density following 48 h pharmacological treatment**

**Treatment**	***n***	***C***_m_ **(pF)**	***R***_in_ **(MΩ)**	***V***_m_ **(mV)**
CTL-H_2_O	31	48.8 ± 1.2	571 ± 34	−59.5 ± 0.6
TTX	20	47.1 ± 1.9	721 ± 44*	−59.8 ± 0.9
BC	9	48.0 ± 3.4	529 ± 53	−60.1 ± 1.7
APV	9	45.0 ± 1.8	787 ± 51*^,#^	−58.0 ± 2.1
TTX + APV	10	50.7 ± 2.4	791 ± 22**^,#^	−58.7 ± 0.8
TTX + Nif	9	47.4 ± 3.1	769 ± 22*^,#^	−58.1 ± 0.6
CTL-DMSO	12	49.3 ± 1.5	583 ± 32	−60.5 ± 0.9
Nif	9	46.8 ± 2.3	672 ± 43	−58.7 ± 0.5
STO-609	10	50.2 ± 2.0	680 ± 63	−60.7 ± 0.8

*n*, number; *C*m, Whole-cell membrane capacitance; *R*in, input resistance; *V*m, resting membrane potential. Each value represents the mean ± SEM (*p < 0.05, **p < 0.01 for CTL-H_2_O vs. drug treatment; ^#^ *p* < 0.05 for BC vs. other drug treatment).

**Table 2:** **AP properties of hippocampal pyramidal neurons cultured at high density following 48 h pharmacological treatment**

**Treatment**	***V***_T_ **(mV)**	**AP height (mV)**	**AP rise (ms)**	**AP decay (ms)**	**AP HW (ms)**	**fAHP (mV)**	**AP latency (ms)**
CTL-H_2_O	−39.4 ± 0.5	64.6 ± 1.3	0.70 ± 0.03	1.72 ± 0.07	1.94 ± 0.07	−19.1 ± 0.6	15.1 ± 0.72
TTX	−40.2 ± 0.7	67.4 ± 1.5	0.67 ± 0.03	1.81 ± 0.08	1.97 ± 0.10	−15.4 ± 0.7**	11.2 ± 0.58**
BC	−37.6 ± 0.4	65.4 ± 2.5	0.60 ± 0.03	1.48 ± 0.14	1.55 ± 0.10	−19.7 ± 1.4^#^	14.5 ± 0.87
APV	−38.7 ± 1.5	65.6 ± 3.2	0.89 ± 0.05*^,##,^^^	2.52 ± 0.17**^,##,^^^	2.56 ± 0.07**^,##,^^^	−11.5 ± 1.1**^,^^^	12.9 ± 1.12
TTX + APV	−39.9 ± 0.7	62.8 ± 2.2	0.70 ± 0.02	1.92 ± 0.12^$^	2.18 ± 0.12^^^	−15.8 ± 0.9	12.3 ± 0.78
TTX + Nif	−38.4 ± 0.7	63.5 ± 2.3	0.62 ± 0.05^$$^	1.78 ± 0.13^$$^	2.04 ± 0.16	−17.6 ± 1.2^$$^	11.0 ± 0.54*
CTL-DMSO	−39.0 ± 0.9	66.5 ± 1.4	0.76 ± 0.07	1.73 ± 0.19	2.04 ± 0.11	−17.9 ± 1.5	16.1 ± 1.5
Nif	−38.0 ± 0.7	68.2 ± 3.2	0.69 ± 0.05	1.92 ± 0.13	2.07 ± 0.12	−17.5 ± 0.8	16.9 ± 1.0
STO-609	−40.0 ± 0.9	69.3 ± 1.4	0.78 ± 0.05	2.14 ± 0.12	2.26 ± 0.13	−15.9 ± 0.9	16.8 ± 2.0

*V*T, voltage threshold for action potential; AP, Action potential; rise, 10-90% rise time of AP; decay, 10-90% decay time of AP; HW, half-width; fAHP, fast after-hyperpolarization. AP properties were measured from the first action potential evoked by a current step to 100 pA at a holding potential of −60 mV. Each value represents the mean ± SEM (*p < 0.05, **p < 0.01 for CTL-H_2_O vs. drug treatment; ^#^ *p* < 0.05, ^##^ *p* < 0.01 for TTX vs. other drug treatment; ^^^ *p* < 0.05, ^^^^ *p* < 0.01 for BC vs. other drug treatment; ^$^ *p* < 0.05, ^$$^ *p* < 0.01 for APV vs. other drug treatment).

### Microarray analysis reveals that chronic alteration of network activity regulates genes involved in hippocampal synaptic and intrinsic membrane properties

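Messenger RNA was measured in high-density cultures of dissociated rat hippocampal neurons after 48 h in TTX (0.5 to 1 μM), in BC (20 μM) or in vehicle alone (CTL). The paper gives the vehicle as 0.1% H2O, whereas the sample labels name 0.1% DMSO, and the CTL samples are taken here as the vehicle control of the paper. Each group had 4 RNA samples, and each sample was labelled with Cy3 and hybridized to 1 Agilent whole rat genome array. The paper takes the number of separate culture dishes, RNA samples or patched cells as n, but neither its text nor the sample labels say whether the RNA samples of a group came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The scanner software, Feature Extraction 9.5.1.1, subtracted the background and a spatial trend from each spot within its array and gave a processed signal. The share of the 41012 probes well above background was 74.1 to 77.5% per array in CTL (median 76.1%), 74.6 to 76.3% in TTX (median 75.9%) and 75.7 to 78.1% in BC (median 76.6%). The median processed signal was 112 to 125 in CTL (median 116), 105 to 119 in TTX (median 112) and 118 to 148 in BC (median 124). The values reported here are log2 of the processed signal after quantile normalization over the 12 arrays, the normalization the methods name. Spots that the software marked as outliers, 13 to 40 per array, were left out. Groups were compared with limma, with 1 mean per group fitted over all 12 arrays, and the number of arrays limits the precision. A probe was called at the paper's thresholds, an FDR under 0.05 and a fold change of at least 1.5 or at most 0.667. A gene is represented by its brightest probe and written in capitals, as in the paper. The arrays sat on 4 slides with 1 array of each group per slide, and the slides fell into a pair of sets, slides 1 and 3 and slides 2 and 4, each with 2 arrays of each group. After the group means were removed, arrays of different groups correlated across probes at r = 0.44 to 0.71 within a slide set and at r = −0.72 to −0.44 between the sets, where probes are not independent replicates.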

Quadruplicate RNA samples for each treatment were subjected to cDNA microarray analysis (41,012 total gene probes). Gene expression profiling in high-density cultures composed primarily of glutamatergic neurons (Figure 2A) revealed 901 transcripts, which were significantly regulated by prolonged activity manipulation (Figure 2B). 

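More transcripts fell than rose after 48 h of TTX, and more rose than fell after 48 h of BC. TTX lowered 964 genes and raised 530 of the 35713 tested, and BC raised 763 and lowered 524 of 35711. The largest fall with TTX was that of CRHBP, which encodes a binding protein for corticotropin-releasing hormone, with a log2 fold change of −4.49 (SE 0.129, n = 4 arrays per group, limma adjusted p = 8.92e-08). PTHLH, which encodes parathyroid hormone-related protein, fell by 3.26 on the log2 scale (SE 0.225), and SLC16A3, a monocarboxylate transporter gene, fell by 2.92 (SE 0.433). CAR7, a carbonic anhydrase gene, was not well above background on any TTX array and was at least 3.86-fold lower (limma adjusted p = 0.000249). Among the rises with TTX were LCP2, which encodes an adaptor of immune cell signaling (log2 fold change 2.42, SE 0.18), and SEC14L3 (1.65, SE 0.159). LCP2 was also called higher with BC, where its other probe rose by 2.325 (limma adjusted p = 0.000175). Between TTX and BC, LCP2 was not called (log2 difference 0.55, SE 0.18). BC raised ARHGDIB by 3.84 on the log2 scale (SE 0.248, limma adjusted p = 1.68e-05), HPSE (heparanase) by 3.10 and the matrix metalloproteinase gene MMP3 by 2.91. The olfactory receptor gene OR10AL5B, which the paper does not discuss, was not well above background on any CTL array and was at least 3.57-fold higher with BC. BC lowered GNA15, a G protein alpha subunit gene (log2 fold change −2.22, SE 0.188), MCUB, which encodes a subunit of the mitochondrial Ca2+ uniporter (−1.97, SE 0.0888), and the glutamate transporter gene SLC1A6 (−2.03, SE 0.205). As probes, TTX gave 1122 lower and 596 higher of 41009, BC gave 622 lower and 871 higher of 41007, and 2776 probes with 2555 gene names were called in either comparison, 435 of them in both. In the direct comparison of TTX with BC, 4581 probes were called, 2029 of them higher with TTX. Of the genes called in both comparisons with CTL, 227 were lower with TTX and higher with BC, where independent calls would share 20.6, and 89 were higher with TTX and lower with BC (7.78 if independent). Another 29 rose and 37 fell with both treatments (11.3 and 14.1 if independent). Both comparisons use the same 4 CTL arrays, to which part of this same-direction overlap may be due, so independent lists are no baseline for it. In simulations with no effect, sharing the CTL arrays gave r = 0.501 between the comparisons, which favors shared directions. That argues against the shared CTL arrays as the source of the 227 and 89 genes with opposite directions. Markers of GABAergic interneurons fell with TTX (10 lower and 1 higher of 17, camera adjusted p = 3.13e-12), and markers of endothelial, mural and fibroblast cells rose with BC (4 of 16, camera adjusted p = 0.00141). With slide as a block 2022 probes were called with TTX and 1738 with BC. When the 2 arrays of a group on a slide set were averaged and the set was fitted as a block, an alternative chosen after the data were seen, limma called 512 probes with TTX, 0 with BC (2598 and 2273 at an unadjusted p under 0.05) and 4258 between TTX and BC, so that no BC call held under it, nor that of CAR7 with TTX (adjusted p = 0.0747). With normexp background correction the counts were 883 with TTX and 762 with BC. The slide sets were also fitted without averaging, likewise chosen after the data were seen. With the arrays of a group on a slide set as a random block, 338 probes were higher and 814 lower with TTX. With BC 608 were higher and 407 lower under that block. With the slide set alone as a block, 743 were higher and 1293 lower with TTX, and 984 higher and 779 lower with BC.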

Consistent with previous studies reporting that alterations in intracellular Ca^2+^ concentration are required for homeostatic regulation of synaptic and intrinsic neuronal properties [2,11,13-15,18], we found that genes classified using the Gene Ontology (GO) terms “synaptic transmission”, “transmission of nerve impulses”, and “cytosolic Ca^2+^ ion homeostasis” were significantly over-represented in “chronic activity”-regulated gene transcripts (Table 3). 

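Genes of GABA signaling fell with TTX. Of 23 measured genes of GABA receptors, GABA synthesis and GABA transport, a list fixed like the others used here before the data were examined, 6 were lower with TTX (6 adjusted over the list alone). GAD1 and GAD2, which encode the enzymes of GABA synthesis, had log2 fold changes of −1.56 (SE 0.0663, n = 4 arrays per group, limma adjusted p = 8.13e-07) and −1.33 (SE 0.0998), and the vesicular GABA transporter gene SLC32A1, chosen after its values were seen, had −1.03. The list was lower than other genes by camera (adjusted p = 2.94e-07, and adjusted p = 0.033 with an estimated correlation), and GAD1, GAD2 and SLC32A1 are also among the interneuron markers that fell with TTX. BC lowered 1 gene of this list, the GABA-B receptor gene GABBR1 (log2 fold change −1.08, SE 0.201). Another GABBR1 probe had −0.29 with BC (SE 0.159, limma adjusted p = 0.373) and was not called. Among 59 genes of synaptic vesicles and exocytosis, 6 fell and 1 rose with TTX, and 6 rose and 2 fell with BC (the same counts adjusted over the list alone), a larger share than among other genes (Fisher's exact test, adjusted p = 0.0264 and 0.00424). SYNJ2, a synaptojanin gene of vesicle recycling, fell by 0.97 with TTX and rose by 0.76 with BC on the log2 scale, and RIMBP2, which encodes a protein of the presynaptic active zone, rose by 0.97 with BC (SE 0.0867). By camera the vesicle list was lower with TTX (adjusted p = 0.0149, and adjusted p = 0.622 with an estimated correlation) and not shifted with BC (adjusted p = 0.801). Of 44 genes of postsynaptic scaffolds and kinases, 3 fell with TTX, among them the anchoring protein gene AKAP5 (−1.05, SE 0.0517), and 4 rose and 4 fell with BC (Fisher's exact test, adjusted p = 0.00065), among them CAMKK1 (−0.83, SE 0.119). Of 27 ionotropic glutamate receptor and auxiliary subunit genes, TTX lowered GRIN3B (−1.13, SE 0.118) and CACNG3 (−0.75, SE 0.0875), and BC lowered GRIN3A (−0.63, SE 0.102, not called under 7 of 27 alternatives). Of 8 metabotropic glutamate receptor genes, 1 rose and 2 fell with TTX and 1 rose and 1 fell with BC. Ca2+ handling genes were called more often than other genes in both comparisons, 7 of 44 with TTX (15.9% against 4.17%, Fisher's exact test, adjusted p = 0.00763) and 9 of 44 with BC (20.5% against 3.58%, adjusted p = 0.000158). With BC, ATP2B4, which encodes a plasma membrane Ca2+ pump, fell by 1.50 (SE 0.116) and TRPC7, a cation channel gene, rose by 1.05 (SE 0.173), and the 9 were 3 higher and 6 lower (the same adjusted over the list alone; camera adjusted p = 0.442). SYNJ2 (adjusted p = 0.0698) and CACNG3 (adjusted p = 0.0591) were not called with TTX when the arrays of a slide set were averaged. The gene ontology terms themselves were not tested here.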

The enriched GO classes also included development, behavior, and signaling pathways (Table 3), underscoring the complex impact that prolonged activity alteration exerts on gene regulation.

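More neuropeptide genes fell than rose with TTX, and more rose than fell with BC. Of 36 measured genes of neuropeptides and their processing, 15 were lower with TTX (16 adjusted over the list alone), and 10 were higher and 1 lower with BC (11 and 1 adjusted over the list alone). CORT, which encodes cortistatin, had log2 fold changes of −3.95 with TTX (SE 0.141, n = 4 arrays per group, limma adjusted p = 1.76e-07) and 1.19 with BC (limma adjusted p = 0.000528). CRH, the corticotropin-releasing hormone gene, had −1.73 with TTX and 2.55 with BC (SE 0.271 for both), and VGF, which encodes a secreted peptide precursor, fell by 2.61 with TTX (SE 0.113). The list was lower with TTX (camera adjusted p = 1.38e-15, and adjusted p = 0.0214 with an estimated correlation) and higher with BC (camera adjusted p = 1.29e-05, and adjusted p = 0.405 with an estimated correlation). Its members SST, NPY and VIP are also interneuron markers, a list that fell with TTX. Of 39 activity-regulated genes, 14 were lower with TTX, and 12 were higher and 3 lower with BC (the same counts adjusted over the list alone). NR4A2, an immediate early transcription factor gene, fell by 0.74 with TTX and rose by 1.17 with BC on the log2 scale (SE 0.124). NPAS4, another immediate early gene, had 1.23 with BC (SE 0.198) and −0.83 with TTX (limma adjusted p = 0.0228), which was not called under 13 of 27 alternatives, 4 of them leaving out 1 array and 1 with the replicate number as a block (adjusted p = 0.058, range over its alternatives 0.00458 to 0.176). EGR2, a zinc finger transcription factor gene, fell with BC (−1.62, SE 0.136). Camera gave an adjusted p of 2.09e-13 for this list with TTX (adjusted p = 0.033 with an estimated correlation) and 0.00282 with BC (adjusted p = 0.709 with an estimated correlation). Of 55 axon guidance genes, 4 rose and 5 fell with TTX (5 and 5 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0018), and 2 rose and 2 fell with BC (the same adjusted over the list alone; adjusted p = 0.238). SEMA3C, which encodes a secreted semaphorin, rose by 1.82 with TTX (SE 0.106) and had −0.67 with BC, and the axon guidance receptor gene ROBO2 fell by 0.76 with TTX and rose by 0.63 with BC. Of 34 neurotrophic and growth factor genes, 4 fell and 2 rose with TTX (5 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 0.00783), among them TGFB3, which rose (0.81, SE 0.116). Averaging the arrays of a slide set ended the calls of CRH (adjusted p = 0.103), ROBO2 (adjusted p = 0.0814) and TGFB3 (adjusted p = 0.0684) with TTX and all BC calls, and ROBO2 with BC was not called under 3 of 27 alternatives (adjusted p from 0.000786 to 0.12).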

**Figure 2:**
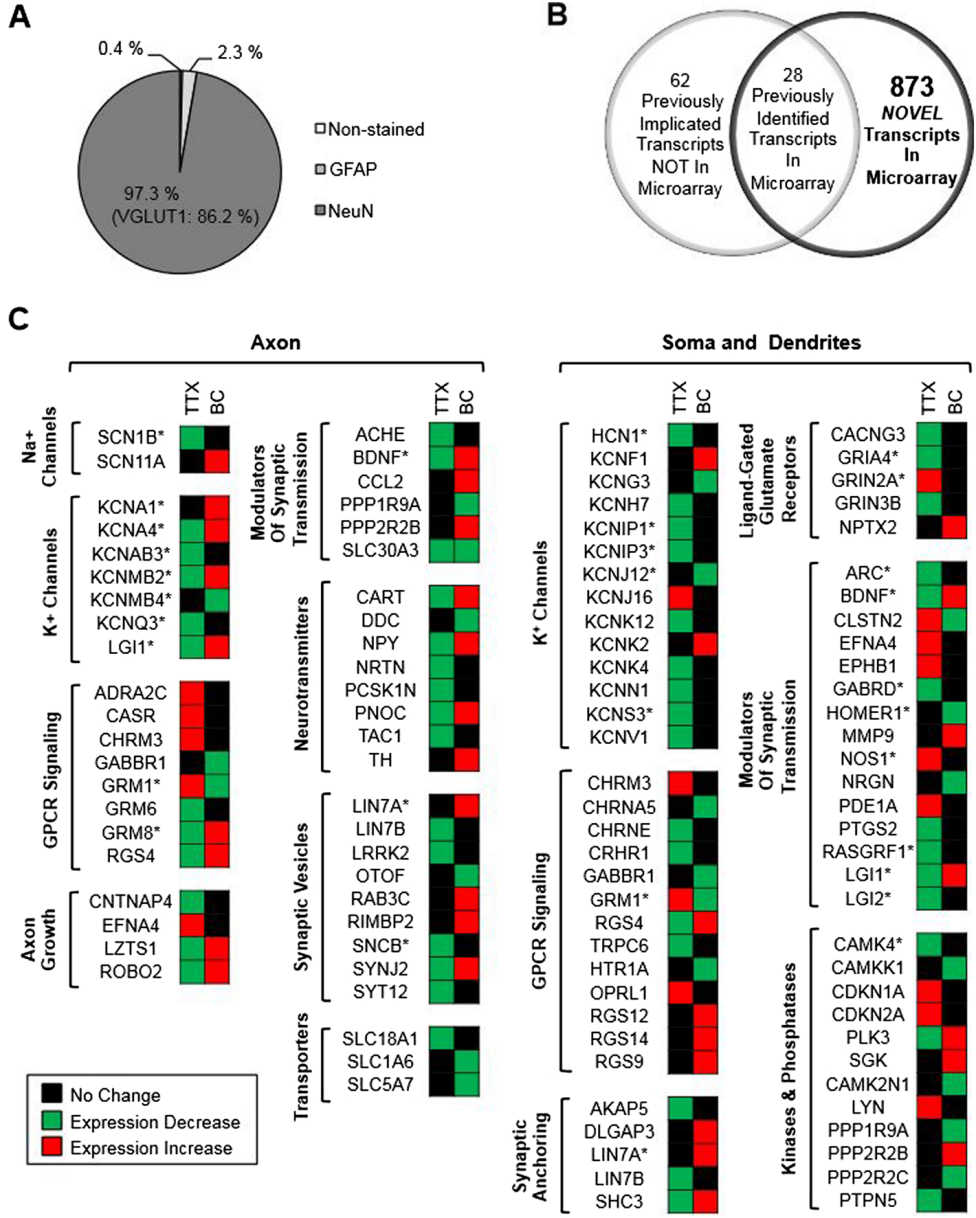
**Chronic activity alterations regulate genes involved in hippocampal synaptic and intrinsic membrane properties. (A)** Pie chart showing the relative proportion of neurons and glia in rat dissociated hippocampal neuronal culture. Immunostaining studies revealed that 2.3 ± 2.1% of cells expressed glial marker, glial fibrillary acid protein (GFAP) whereas 97.3 ± 2.9% were positive for the neuronal marker NeuN. Of the NeuN-positive cells, 86.2 ± 5.0% were immunoreactive for vesicular glutamate transporter 1 (VGLUT1) indicative of glutamatergic neurons. **(B)** Venn diagram showing 901 transcripts identified by microarray analysis whose expression were significantly changed by 48 h TTX and BC treatment compared to CTL-H_2_O treatment at 48 h using an FDR < 0.05 and a fold change < 0.667 (repressed) or > 1.5 (induced) (black circle). The genes whose protein products have previously been implicated in homeostatic plasticity are also indicated (gray circle). **(C)** The colormetric representation shows select genes, indicated by HUGO Gene Nomenclature gene symbols, whose transcripts were repressed (green) and induced (red). The *denotes genes that further tested for activity-dependent changes in their mRNA levels using QPCR analysis. Using Gene Ontology analysis, select activity-regulated genes were grouped by cellular components, molecular function, and biological processes.

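RGS4, which encodes a regulator of G protein signaling, fell with TTX (log2 fold change −2.48, SE 0.1, n = 4 arrays per group, limma adjusted p = 5.8e-07) and rose with BC (1.34, limma adjusted p = 4.1e-05). ACHE, the acetylcholinesterase gene, fell by 2.00 with TTX (SE 0.149) and had a log2 fold change of 0.14 with BC (limma adjusted p = 0.715). Under averaging over all of its probes, ACHE had −0.63 with BC (adjusted p = 0.04). That mean includes a probe at −1.94 that was not well above background, and the remaining ACHE probe had −0.096. TAC1, a tachykinin precursor gene, fell by 1.95 with TTX (SE 0.0579), and SLC30A3, which encodes the zinc transporter of synaptic vesicles, fell by 1.47 with TTX and by 0.62 with BC (SE 0.0769). SHC3, a neuronal adaptor protein gene, fell by 0.90 with TTX and rose by 1.24 with BC (SE 0.0824). The choline transporter gene SLC5A7 fell by 1.25 with BC (SE 0.162), the serotonin receptor gene HTR1A fell by 1.47 (SE 0.212) and the kinase gene SGK1 rose by 0.86 (SE 0.0895). Of the 100 genes drawn in Fig. 2C, 99 were found on the array by name, and the color of each was read by eye as lower, higher or no change. Of the 52 genes drawn as repressed by TTX, 48 were called lower here, and of the 15 drawn as induced, 13 were called higher. For BC, 17 of 18 genes drawn as repressed were called lower, and 30 of 31 drawn as induced were called higher. Among genes drawn as unchanged, 31 of 32 for TTX and 45 of 50 for BC were not called here. The study chose these genes on the same arrays, so the counts are not independent evidence of the directions. SHC3 was not called with TTX when the arrays of a slide set were averaged (adjusted p = 0.0553).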

**Table 3:** **Enriched gene ontology (GO) categories identified in microarray analysis following 48 h pharmacological treatment**

**GO biological processes**	***P*** **-values**	
	**TTX**	**BC**
Cell-cell signaling	7.40e^−6^	1.60e^−4^
Transmission of nerve impulse	4.60e^−5^	2.00e^−4^
Synaptic transmission	1.00e^−5^	4.50e^−4^
Neuropeptide signaling pathway	4.80e^−5^	1.40e^−2^
Intracellular signaling cascade	5.70e^−9^	2.90e^−8^
Cytosolic Ca^2+^ ion homeostasis	4.90e^−8^	4.70e^−3^
Regulation of phosphorylation	1.00e^−5^	9.60e^−2^
Second-messenger-mediated signaling	1.30e^−5^	2.90e^−4^
cAMP-mediated signaling	4.60e^−3^	1.10e^−2^
Ion transport	4.90e^−4^	5.60e^−2^
K^+^ ion transport	2.40e^−5^	4.60e^−2^
Metal ion transport	2.10e^−4^	3.50e^−2^
Nervous system development	2.10e^−5^	1.10e^−2^
Neuron differentiation	7.70e^−4^	1.80e^−2^
Neuron development	8.20e^−4^	1.80e^−2^
Axon Guidance	N/A	9.30e^−3^
Behavior	1.80e^−7^	5.10e^−6^
Learning or memory	4.30e^−5^	3.30e^−4^
Regulation of synaptic plasticity	7.10e^−4^	N/A

Of these “chronic activity”-regulated gene transcripts, we identified 873 genes, which were not previously implicated in homeostatic plasticity (Figure 2B,C). Of these transcripts, the GO theme “K^+^ ion transport” was strikingly over-represented (Table 3). 

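More K+ channel subunit genes fell than rose with TTX, and with BC some rose and some fell. Of 92 measured genes of K+ channel and auxiliary subunits, 16 fell and 3 rose with TTX (17 and 3 adjusted over the list alone), and 7 rose and 5 fell with BC (8 and 6 adjusted over the list alone). KCNC2, which encodes a subunit of Kv3 channels, fell with TTX (log2 fold change −1.61, SE 0.121, n = 4 arrays per group, limma adjusted p = 2.62e-05), and so did the Na+-activated K+ channel gene KCNT1 (−0.72), which was chosen after its values were seen. The 3 that rose with TTX were KCNJ16 (1.14, SE 0.208, limma adjusted p = 0.00615) and, chosen after their values were seen, KCNJ10 (0.94) and KCNS2 (0.67), of which KCNJ16 and KCNJ10 encode inward rectifier subunits. With TTX, 20.7% of the list was called against 4.14% of other genes (Fisher's exact test, p = 7.16e-09, adjusted p = 5.01e-08), and with BC 13% against 3.58% (p = 0.000116, adjusted p = 0.000609). By camera the list was lower than other genes with TTX (adjusted p = 2.04e-05, and adjusted p = 0.0658 with an estimated correlation) and not shifted with BC (adjusted p = 0.495). Its median log2 fold change with TTX was −0.11 over all slides, −0.17 on slide 1, −0.18 on slide 2, −0.10 on slide 3 and −0.21 on slide 4, and with slide as a block camera gave an adjusted p of 7.84e-06. Markers of GABAergic interneurons fell with TTX on the same arrays. With BC, 7 genes of the list were called with normexp background correction in place of 12, and 0 with the replicate block and only CTL and BC. That block pairs BC and CTL arrays of different slide sets, so its result cannot decide whether the BC calls hold. With the arrays of a slide set averaged, 6 were called with TTX in place of 19, KCNJ16 not among them (adjusted p = 0.0534), and 0 with BC, where this and the block on CTL and BC alone were chosen after the data were seen.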

TTX treatment decreased mRNA levels for 14 of 15 K^+^ channel genes, whose protein products encode the principle and auxiliary subunits for K_v_1 channels (*KCNA4, KCNAB3* and *LGI1*), K_v_2.1 channels (*KCNS3* and *KCNV1*), K_v_4 channels (*KCNIP1* and *KCNIP3*), K_v_7 channels (*KCNQ3*), HERG channels (*KCNH7*), hyperpolarization-activated cyclic nucleotide-gated non-selective cation HCN channels (*HCN1*), Ca^2+^-activated large conductance BK channels (*KCNMB2*), Ca^2+^-activated small conductance SK channels (*KCNN1*), TRAAK leak K^+^ channels (*KCNK4*), and THIK2 leak K^+^ channels (*KCNK*12) (Figure 2C).

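The genes described and drawn here were lower with TTX, and each passed the test in the main fit. KCNS3, which encodes a silent subunit that modifies Kv2 channels, fell from a log2 signal of 9.97 ± 0.0424 in CTL to 8.31 ± 0.0593 in TTX (SD, n = 4 arrays each), a log2 fold change of −1.66 (SE 0.0569, limma adjusted p = 1.6e-07). KCNH7, the gene of an ERG-type channel, fell by 0.92 (SE 0.0941, limma adjusted p = 0.00019), and KCNIP3, which encodes a Kv4-interacting Ca2+ sensor protein, fell by 0.83 (SE 0.0959). KCNV1, another silent subunit gene, fell by 0.75 (SE 0.0786), and LGI1, whose secreted product associates with Kv1 channels, fell by 0.70 (SE 0.0713). The leak channel genes KCNK4 and KCNK12 fell by 0.89 (SE 0.197) and 0.76 (SE 0.135), and the SK channel gene KCNN1 fell by 0.70 (SE 0.148, limma adjusted p = 0.0126). KCNIP1, which encodes another Kv4-interacting protein, had a log2 fold change of −0.93 (SE 0.253, limma adjusted p = 0.043). The study chose these genes on the same arrays, so their calls are not independent evidence of the direction. KCNIP1 was not called under 13 of 27 alternatives, among them 8 that left out 1 array (adjusted p from 7.69e-05 to 0.117 over all of them), and KCNK4 was not called under 4 (5.21e-06 to 0.0654), with the replicate number as a block among them (adjusted p = 0.0654). When the 2 arrays of a group on a slide set were averaged and the set was fitted as a block, an alternative chosen after the data were seen, LGI1 (adjusted p = 0.0654), KCNV1 (adjusted p = 0.0567), KCNIP3 (adjusted p = 0.0562), KCNK12 (adjusted p = 0.0505) and KCNN1 (adjusted p = 0.099) were not called, and KCNN1 was not called under 3 of 27 alternatives in all (adjusted p from 0.00323 to 0.099).

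**Figure D1:**
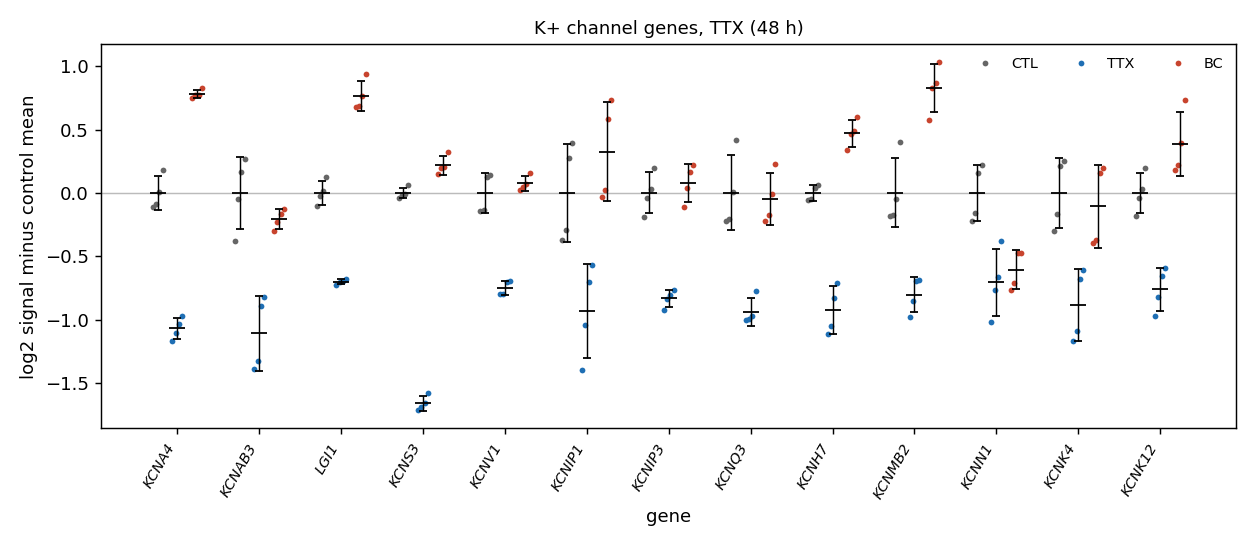
Log2 signal of 13 K+ channel genes minus the mean of the CTL arrays, per array (dots), with the mean and SD of each group (black bars), for CTL, TTX and BC with n = 4 arrays each. CTL arrays lie between −0.38 and 0.42, TTX arrays between −1.71 and −0.38 and BC arrays between −0.77 and 1.04.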

Conversely, BC treatment increased mRNA levels of genes whose protein products encode K_v_1 channels (*KCNA1*, *KCNA4, LGI1),* BK channels (*KCNMB2*), TREK1 leak K^+^ channels (*KCNK2)*, and delayed rectifier K^+^ channels (*KCNF1)* (Figure 2C). 

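All 6 genes were higher with BC, and all 6 passed the test (6 adjusted over the list alone). By QPCR, the paper found KCNA1 and LGI1 raised by BC and most K+ channel genes it tested unchanged. KCNA1, which encodes the pore-forming subunit Kv1.1, rose from a log2 signal of 14.48 ± 0.0391 to 15.29 ± 0.167 (SD, n = 4 arrays each), a log2 fold change of 0.82 (SE 0.0856, limma adjusted p = 0.000265). KCNA4, the gene of Kv1.4, rose by 0.78 on the log2 scale (SE 0.0729), and LGI1 rose by 0.77 (limma adjusted p = 0.000135 for both). KCNK2, the gene of the TREK1 leak channel, rose by 0.74 (SE 0.0776, limma adjusted p = 0.000258), and KCNF1, which encodes a silent subunit of delayed rectifier channels, rose by 0.75 (SE 0.127, limma adjusted p = 0.00441). KCNMB2, which encodes an auxiliary subunit of BK channels, had a log2 fold change of 0.83 with BC (limma adjusted p = 0.00493). The study chose these genes on the same arrays, so their count is not independent evidence of the direction. With CTL and BC alone and the replicate number as a block, an alternative chosen after the data were seen, none of these 6 genes was called by limma (adjusted p from 0.0522 to 0.0959, and all 6 at an unadjusted p under 0.05). Each same-numbered pair of BC and CTL arrays lay on different slide sets. These pairs correlated at r = −0.663 to −0.52 after the group means were removed. Such a block adds to the error, so the lost calls cannot decide whether the rises hold.

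**Figure D2:**
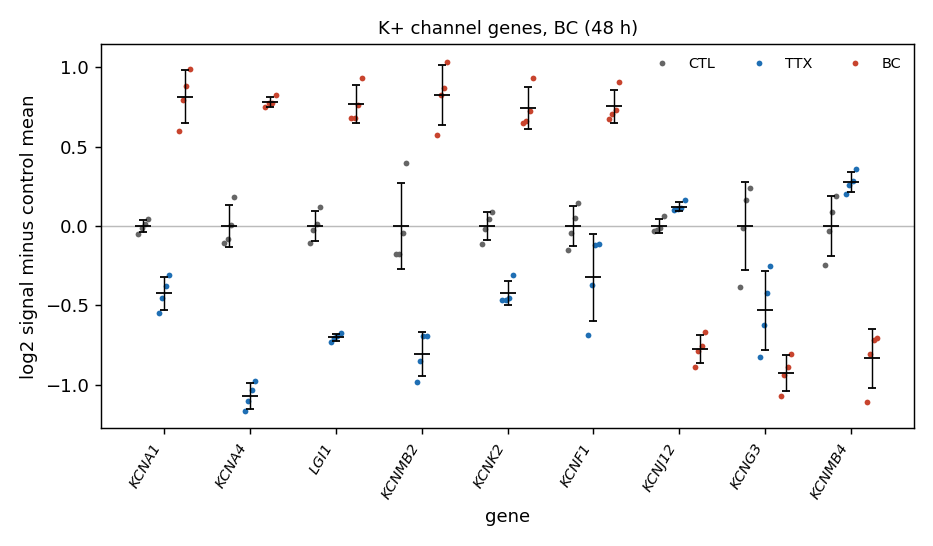
Log2 signal of 9 K+ channel genes minus the mean of the CTL arrays, per array (dots), with the mean and SD of each group (black bars), for CTL, TTX and BC with n = 4 arrays each. BC arrays lie between −1.11 and 1.04, TTX arrays between −1.16 and 0.36 and CTL arrays between −0.38 and 0.40.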

Transcripts of the genes that encode negative regulators of BK and K_v_2.1 channels (*KCNJ12*, *KCNG3*, and *KCNMB4*) were decreased by BC application (Figure 2C). 

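These 3 genes were lower with BC and passed the test (3 adjusted over the list alone), and the study chose them on the same arrays. KCNJ12 and KCNMB4 were also QPCR targets of the paper, which reports most K+ channel genes unchanged with BC by QPCR. KCNJ12, the gene of an inward rectifier, fell from a log2 signal of 10.90 ± 0.0446 to 10.13 ± 0.0902 (SD, n = 4 arrays each), a log2 fold change of −0.77 (SE 0.0568, limma adjusted p = 3.93e-05). KCNG3, which encodes a silent subunit of Kv2 channels, had a log2 fold change of −0.93 (SE 0.153), and KCNMB4, which encodes a BK channel auxiliary subunit, had −0.83 (SE 0.111, limma adjusted p = 0.00104). Of the other K+ channel subunit genes called with BC, KCNN1 fell (−0.60, limma adjusted p = 0.0302, not called under 11 of 27 alternatives with an adjusted p of 0.00803 to 0.158), and so did the leak channel gene KCNK13 (−0.59), chosen after its values were seen. KCNJ5, an inward rectifier gene, rose with BC (limma adjusted p = 0.0213, not called under 10 of 27 alternatives), but only 1 of its 4 CTL arrays was well above background. With CTL and BC alone and the replicate number as a block, KCNJ12, KCNG3 and KCNMB4 were not called (adjusted p = 0.0502, 0.104 and 0.0506, and all 3 at an unadjusted p under 0.05). That block pairs arrays of different slide sets, so these lost calls cannot decide whether the falls hold.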

Since K^+^ channels provide a main driving force for membrane hyperpolarization that dampens intrinsic excitability [9], these results suggest that down-regulation of multiple K^+^ channel genes may contribute to the TTX-induced rise in intrinsic excitability whereas BC-induced dampening of intrinsic excitability at 80–90 pA injections (Figure 1B) may be achieved in part by enhanced outward K^+^ current through K_v_1, K_v_2.1, or BK channels.

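TTX and BC were also compared directly over these genes. KCNN1 did not pass the test of TTX against BC (log2 difference −0.10, SE 0.148, limma adjusted p = 0.727). KCNS3 was lower in TTX than in BC (−1.88, SE 0.0569, n = 4 arrays per group, limma adjusted p = 2.19e-08), and so were KCNA4 (−1.85), KCNMB2 (−1.63) and LGI1 (−1.47). All 6 genes that were higher with BC were lower in TTX than in BC, among them KCNA1 (−1.24) and KCNK2 (−1.17). Of the 3 genes lower with BC, KCNMB4 (1.11) and KCNJ12 (0.90) were higher in TTX than in BC, and KCNG3 did not pass the test (0.40, limma adjusted p = 0.0902). Over the 92 K+ channel subunit genes, 27 were lower and 8 higher in TTX than in BC (the same adjusted over the list alone; camera adjusted p = 0.00305, and adjusted p = 0.176 with an estimated correlation). Since K+ channels hyperpolarize the membrane and dampen excitability, the paper proposes that lower K+ channel expression may contribute to the rise in excitability after TTX. For BC, which lowered firing only at some of the current injections, the paper proposes that greater outward K+ current through Kv1, Kv2.1 or BK channels may be part of how excitability fell at those injections.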

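The synaptic genes GRM8, LGI2, LIN7A, NOS1, SNCB and GABRD were each called with TTX or BC. GABRD, which encodes the delta subunit of GABA-A receptors, fell with TTX from a log2 signal of 11.19 ± 0.0768 in CTL to 9.22 ± 0.0808 (SD, n = 4 arrays each), a log2 fold change of −1.97 (SE 0.0682, limma adjusted p = 1.6e-07). With BC, GABRD had a log2 fold change of 0.06 (limma adjusted p = 0.741). LGI2, a gene of the same family of secreted proteins as LGI1, fell by 1.49 with TTX (SE 0.0895, limma adjusted p = 6.67e-06). With BC, LGI2 had a log2 fold change of 0.49 (limma adjusted p = 0.00701), below the fold threshold. With TTX, 4 of the 6 genes were lower and 1 was higher, and with BC 2 were higher (the same counts adjusted over the list alone). Between TTX and BC, 5 of the 6 were lower and 1 was higher with TTX. The study chose these genes on the same arrays, so the counts are not independent evidence of the directions.

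**Figure D3:**
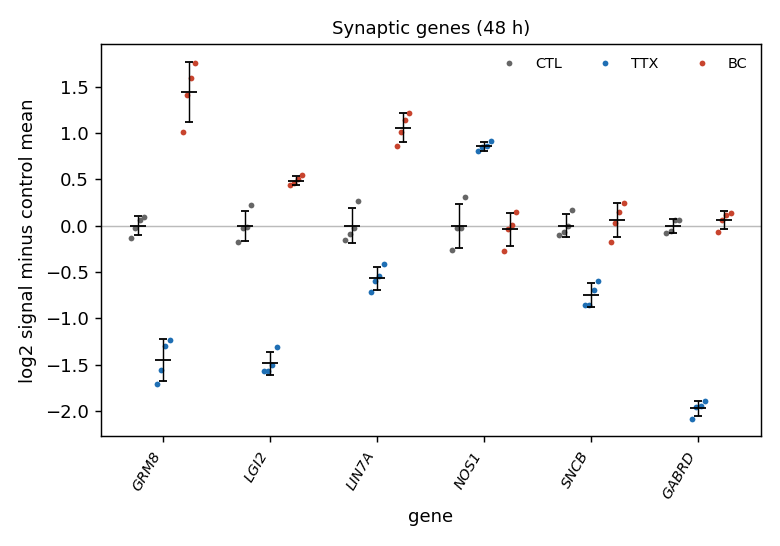
Log2 signal of 6 synaptic genes minus the mean of the CTL arrays, per array (dots), with the mean and SD of each group (black bars), for CTL, TTX and BC with n = 4 arrays each. TTX arrays lie between −2.08 and 0.92, BC arrays between −0.28 and 1.76 and CTL arrays between −0.27 and 0.31.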

Our microarray analyses have also revealed novel synaptic genes whose protein products have not been implicated in homeostatic plasticity including *GRM8*, *LGI2*, *LIN7A*, *NOS1*, *SNCB*, and *GABRD* (Figure 2B,C). Of particular interest, neuronal nitric oxide synthase (nNOS) produces NO upon stimulation of NMDARs [19]. Since NO is required for the induction of long-term potentiation at excitatory synapses [20], TTX-induced *NOS1* expression (Figure 2C) could increase synaptic strength during the expression of homeostatic plasticity. 

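NOS1, the gene of nNOS, had a log2 signal of 7.10 ± 0.237 in CTL and 7.96 ± 0.0469 in TTX (SD, n = 4 arrays each). This is a log2 fold change of 0.86 (SE 0.121, limma adjusted p = 0.00134), and every TTX array was above every CTL array. With BC, NOS1 had a log2 fold change of −0.04 (limma adjusted p = 0.96). The NOS1 call with TTX was lost under 1 of 27 alternatives, the averaging of the arrays of a group on a slide set (adjusted p = 0.0553, range over the alternatives 0.000176 to 0.0553).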

Considering the potent roles of presynaptic mGluR8 in suppressing glutamate release in the hippocampus [21] as well as Lin7A and α-synuclein in synaptic vesicle exocytosis [22-25], the modulation of *GRM8*, *LIN7A*, and *SNCB* expression by chronic activity alteration (Figure 2C) may be involved in presynaptic expression of homeostatic synaptic scaling [13,26-28].

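GRM8, the gene of mGluR8, moved in opposite directions with the treatments, from a log2 signal of 7.28 ± 0.102 in CTL to 5.84 ± 0.224 in TTX and 8.73 ± 0.323 in BC (SD, n = 4 arrays each). Its log2 fold changes were −1.45 with TTX (SE 0.158, limma adjusted p = 0.00029) and 1.44 with BC (limma adjusted p = 0.000321). LIN7A, which encodes a scaffold protein of synapses, rose by 1.06 with BC (SE 0.111, limma adjusted p = 0.000265). With TTX, LIN7A had a log2 fold change of −0.57 (limma adjusted p = 0.00872), short of the fold threshold. SNCB, which encodes beta-synuclein, fell with TTX (−0.75, SE 0.104, limma adjusted p = 0.00126) and had a log2 fold change of 0.06 with BC (limma adjusted p = 0.868). With TTX and CTL arrays averaged by slide set, GRM8 had an adjusted p of 0.0534 (range over its 27 alternatives 5.38e-05 to 0.0534).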

The chronic activity-regulated gene transcripts included 28 genes whose protein products have previously been implicated in homeostatic plasticity (Figure 2B), including *ARC* [29], *BDNF* [3,30-32], *NPTX2* [33], *GRIA4* [33], *HOMER1* [34], *RASGRF1* [35] and *CAMK4* [11,14]. 

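BDNF, the gene of brain-derived neurotrophic factor, fell with TTX and rose with BC. Its log2 signal was 11.80 ± 0.278 in CTL, 10.35 ± 0.14 in TTX and 12.89 ± 0.123 in BC (SD, n = 4 arrays each), with log2 fold changes of −1.45 (SE 0.133, limma adjusted p = 0.000102) and 1.09 (limma adjusted p = 6e-04), and a second probe gave −1.50 and 1.20. CAMK4, which encodes a Ca2+/calmodulin-dependent kinase, fell by 1.17 with TTX (SE 0.0846, limma adjusted p = 2.11e-05). With BC, CAMK4 had a log2 fold change of 0.35 (limma adjusted p = 0.0289), below the fold threshold. NPTX2, the gene of a secreted pentraxin that binds AMPA receptors, rose by 0.72 with BC (SE 0.147, limma adjusted p = 0.0129). Another NPTX2 probe had 0.54 with BC (adjusted p = 0.0592), and with the replicate number as a block the NPTX2 call was lost (adjusted p = 0.0524, range over its alternatives 0.00244 to 0.167). GRIA4, an AMPA receptor subunit gene, had a log2 fold change of 0.17 with TTX on its brightest probe (limma adjusted p = 0.429) and −0.77 on its other probe (SE 0.0652, limma adjusted p = 5.82e-05). Of the 7 genes named, 4 were called with TTX or BC on their brightest probe, and all 7 when any probe well above background could give the call, an alternative chosen after the data were seen. The study chose these genes on the same arrays.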

Consistent with TTX-induced decreases in *ARC* and *HOMER1* mRNAs (Figure 2C), synaptic scaling induced by chronic inactivity is mediated by diminished Arc/Arg3.1 [29] and Homer1a [34]. 

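ARC, an immediate early gene whose product acts at the synapse, had a log2 signal of 12.44 ± 0.181 in CTL and 11.20 ± 0.141 in TTX (SD, n = 4 arrays each). This is a log2 fold change of −1.24 (SE 0.13, limma adjusted p = 0.000224), and with BC it was −0.26 (limma adjusted p = 0.308). The ARC call with TTX was lost when the arrays of a slide set were averaged (adjusted p = 0.0508, range over its 27 alternatives 2.85e-05 to 0.0508). HOMER1, which encodes a postsynaptic scaffold protein with long and short forms, is measured by 2 probes. The brighter HOMER1 probe had log2 fold changes of −0.03 with TTX (SE 0.0657, limma adjusted p = 0.899) and −0.02 with BC (limma adjusted p = 0.961). The other HOMER1 probe had 0.35 with TTX (limma adjusted p = 0.0248, below the fold threshold) and −0.70 with BC (SE 0.0836, limma adjusted p = 0.000522). Which HOMER1 transcript each probe detects was not determined.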

Interestingly, although prolonged activity enhancement reduces the localization of RasGRF1 and surface GluA1 at the proximal dendrites of hippocampal cultured neurons [35], we discover that TTX but not BC treatment reduced *RASGRF1* mRNAs.

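RASGRF1, which encodes a Ras guanine nucleotide exchange factor, is measured by 2 probes. Its brighter probe varied widely between arrays, with a log2 signal of 13.70 ± 0.771 in CTL, 13.45 ± 0.809 in TTX and 13.54 ± 0.564 in BC (SD, n = 4 arrays each). Its log2 fold changes were −0.25 with TTX (SE 0.474, limma adjusted p = 0.868) and −0.15 with BC (limma adjusted p = 0.958). The other RASGRF1 probe was lower with TTX (−0.75, SE 0.205, limma adjusted p = 0.0434) and had a log2 fold change of −0.21 with BC (limma adjusted p = 0.696).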

Not identified by our microarray were at least 62 transcripts whose protein products have previously been implicated in homeostatic plasticity (Figure 2B). Previous studies have reported that dendritic local protein synthesis is required for synaptic scaling induced by chronic treatment with TTX and APV [36] whereas prolonged inhibition of the ubiquitin proteasome system has been shown to mimic synaptic scaling induced by chronic activity blockade in cultured hippocampal neurons [37]. Recently, chronic inactivity-induced degradation of PICK1 is reported to enhance surface expression of GluA2-containing AMPARs during the expression of synaptic scaling in cultured cortical neurons [38]. These studies suggest that homeostatic plasticity involves additional posttranscriptional regulatory mechanisms that influence protein synthesis and degradation.

### Chronic inhibition of NMDARs drives a homeostatic increase in intrinsic excitability and down-regulation of K^+^ channel genes

Ca^2+^ influx through either NMDARs or L-type VGCCs activates activity-dependent signaling cascades that regulate the activity of transcriptional regulators, which in turn modulate the expression of gene products important for neural development and plasticity [17]. We have previously reported that prolonged inhibition of NMDARs but not L-type VGCCs leads to a homeostatic increase in intrinsic excitability in low-density hippocampal neuronal culture [2]. Similarly, 48 h treatment with NMDAR antagonist APV (100 μM) significantly increased AP firing rates compared to CTL-H_2_O treatment for all current injections over 20 pA in hippocampal neurons cultured at high density (100 pA, CTL-H_2_O: 26.7 ± 1.6 Hz, APV: 34.6 ± 0.7 Hz, *p* < 0.01) (Figure 3A,B). 48 h APV treatment altered AP rise time, decay time, and half width of hippocampal neurons at 100 pA injection (Table 2), but did not affect their membrane capacitance and resting membrane potential (Table 1).

**Figure 3:**
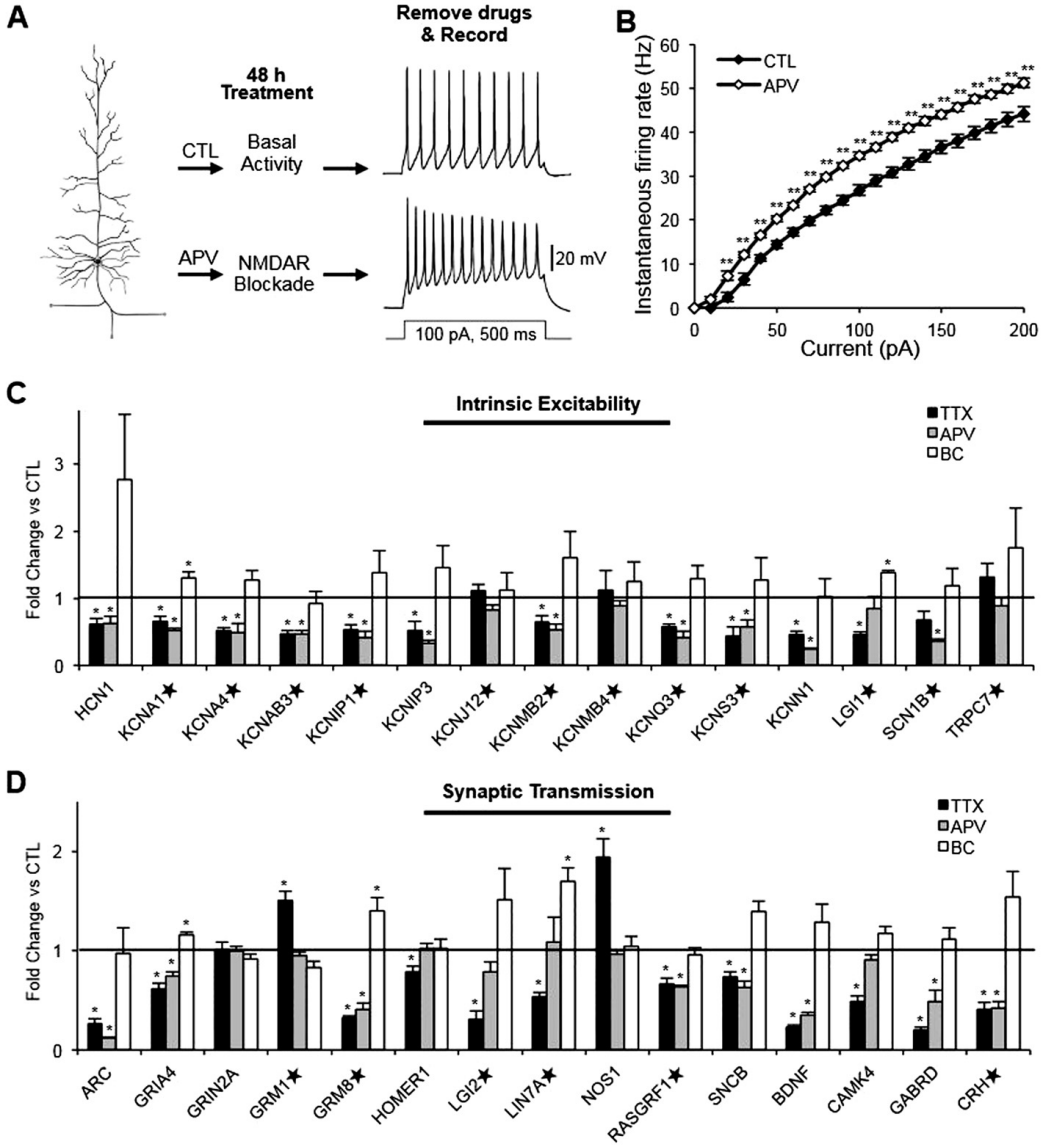
**Chronic activity blockade or prolonged NMDAR inhibition reduces gene expression of K** ^+^ **channels. (A,B)** Rat dissociated hippocampal neurons cultured at high density (DIV 12–14) were treated with the NMDAR antagonist APV (100 μM) or control (CTL-H_2_O, 0.1% H_2_O) for 48 h. **(A)** Representative spike trains are shown. **(B)** Average AP firing rates (Hz) measured in pyramidal neurons treated for 48 h with CTL-H_2_O (n = 9) or APV (n = 9) for 48 h. APV treatment significantly increased AP firing frequency compared to CTL-H_2_O treatment. **(C,D)** QPCR validation of select genes involved in intrinsic excitability **(C)** and synaptic transmission **(D)** identified by microarray analysis (n = 5 per treatment). The mRNA levels of all samples were normalized to the housekeeping gene GAPDH, which was unaffected by these treatments. Following normalization to GAPDH cDNA levels, the relative fold change for each treatment compared to reference control was determined and has been shown. Treatment with TTX or APV decreased the mRNA levels of most of the tested K^+^ channel genes. In contrast, BC application had no effect on most K^+^ channel genes except for *KCNA1* and *LGI1* which were up-regulated. The ★ denotes genes whose protein products have not previously been implicated in homeostatic plasticity. Mean ± SEM (*p < 0.05, **p < 0.01).

Similar to TTX treatment, 48 h APV application significantly increased the input resistance (Table 1) and decreased average rheobase current compared to CTL-H_2_O treatment (Additional file 2: Table S1). Since a change in input resistance could conceivably affect excitability, the AP firing rates were recalculated in response to current injections from rheobase to rheobase +100 pA as previously described [39]. These results revealed that 48 h TTX treatment increased AP firing frequency compared to CTL-H_2_O treatment for all current injections over 70 pA from the rheobase current (Additional file 3: Figure S2A, *p* < 0.05). Similarly, APV application significantly increased AP firing rates compared to CTL treatment for all current injections over 50 pA from the rheobase current (Additional file 3: Figure S2A, *p* < 0.05). Taken together, these findings indicate that chronic blockade of NMDAR increases the intrinsic excitability of hippocampal neurons, which is not dependent on an increase in input resistance.

The remarkably similar effect on AP firing rates elicited by either TTX or APV treatment (Figures 1, 3A,B, Additional file 3: Figure S2A) led us to postulate that similar gene cohorts were regulated by these treatments. Indeed, QPCR revealed that 48 h treatment with TTX or APV significantly decreased the mRNA levels of K^+^ channel genes including *HCN1*, *KCNA1, KCNA4, KCNAB3, KCNIP1, KCNIP3, KCNMB2, KCNQ3, KCNS3,* and *KCNN1* (Figure 3C). *LGI1* mRNA expression was reduced by TTX treatment but not APV treatment (Figure 3C). Consistent with our data that BC application for 48 h has little or no effect on AP firing rate (Figure 1), BC treatment did not alter the mRNA levels of most K^+^ channel genes except for *KCNA1* and *LGI1* which were increased (Figure 3C). Neither TTX nor BC treatment affected the mRNA level of Glyceraldhyde-3-phosphate dehydrogenase (*GAPDH*) gene, which serves as a control gene for these treatments. These results together suggest that transcriptional down-regulation of K^+^ channel genes by NMDAR signaling may mediate a homeostatic rise in intrinsic excitability in response to chronic activity blockade.

Although chronic TTX treatment has been shown to increase average amplitude of Na^+^ currents in dissociated cortical neurons [4], microarray analysis identified only two Na^+^ channel genes, *SCN1B* and *SCN11A*, that were regulated by prolonged activity manipulation (Figure 2C). 

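SCN11A, which encodes the pore-forming subunit Nav1.9, rose with BC by 1.11 on the log2 scale (SE 0.107, n = 4 arrays per group, limma adjusted p = 0.000156). Of 14 Na+ channel subunit genes measured, TTX lowered 3 and BC raised 1 and lowered 1 (the same counts adjusted over the list alone). Among those lowered by TTX were SCN7A (−1.16, SE 0.189, limma adjusted p = 0.00317) and SCN1A, the gene of Nav1.1 (−0.63, SE 0.0786, limma adjusted p = 0.000641). BC also lowered SCN3B, which encodes the β3 auxiliary subunit (−0.65, SE 0.0719, limma adjusted p = 0.000331). The list was not shifted as a whole by camera with TTX (adjusted p = 0.214) or BC (adjusted p = 0.442). With normexp background correction SCN7A (−0.52) and SCN1A (−0.57) fell short of the fold threshold, and with the arrays of a slide set averaged neither was called (adjusted p = 0.0709 and 0.0546).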

QPCR verification revealed that *SCN1B* mRNA was significantly decreased by APV treatment (*p* < 0.05), but not TTX treatment (Figure 3C). *SCN1B* encodes the β1 regulatory subunit (Na_v_1β), which modulates current density and subcellular localization of voltage-gated Na^+^ channels [40]. Interestingly, Na_v_1β was also shown to bind to K_v_4.2 and increase current densities of K_v_4.2 channels [41]. Considering that impaired AP repolarization and enhanced repetitive firing of AP were observed in cortical pyramidal neurons of Na_v_1β-null mice [41], we speculate that a decrease in *SCN1B* expression and depletion of Na_v_1β subunits could contribute to the APV-induced increase in firing rates by down-regulating K_v_4.2 channels.

Consistent with our microarray, the QPCR analysis revealed that 48 h BC treatment up-regulated *GRIA4, GRM8,* and *LIN7A* whereas 48 h TTX treatment significantly induced *GRM1* and *NOS1* and repressed 12 genes involved in synaptic transmission including *ARC, GRIA4, GRM8, HOMER1, LGI2, LIN7A, RASGRF1, SNCB, BDNF, CAMK4, GABRD,* and *CRH* (Figure 3D). In contrast, only half of the genes involved in synaptic transmission selected for further verification were regulated similarly by APV and TTX (Figure 3D). These genes include *ARC*, *GRIA4*, *GRM8*, *RASGRF1*, *SNCB*, *BDNF*, *GABRD,* and *CRH* (Figure 3D). In cortical cultures, exogenous BDNF prevents the TTX-induced increase in AP firing rates, while scavenging endogenous BDNF mimics the increase in intrinsic excitability that occurs with chronic activity blockade [3,31]. Given that BDNF is released in an activity-dependent manner [42] and known to stimulate transcription [43,44], our results in hippocampal neurons is consistent with the hypothesis that BDNF serves as an upstream regulator of homeostatic intrinsic plasticity [1]. Furthermore, RasGRF1 knockout neurons display enhanced spontaneous neuronal activity and AP firing rates in hippocampal neurons [45], suggesting that a decrease in *RASGRF1* expression, which occurs with TTX (Figure 3D), may play a role in the homeostatic increase in intrinsic excitability.

### Chronic inhibition of L-type VGCCs does not affect intrinsic excitability or expression of most K^+^ channel genes

Chronic blockade of either L-type VGCCs or the downstream target Ca^2+^/calmodulin-dependent protein kinase kinase (CaMKK) mimics TTX-induced synaptic scaling [14]. To investigate whether similar manipulations dictate AP firing frequency, we administered the L-type VGCC antagonist nifedipine (Nif, 20 μM), CaMKK inhibitor STO-609 (2 μM), or vehicle control (CTL-DMSO, 0.1% DMSO) for 48 h. Consistent with previous reports in low-density hippocampal neuronal culture [2], 48 h treatment with Nif or STO-609 did not alter AP firing frequency of hippocampal neurons cultured at high density for all current injections compared to CTL-DMSO treatment (100 pA, CTL-DMSO: 27.4 ± 1.5 Hz, 20 μM Nif: 27.5 ± 1.2 Hz, STO-609: 27.9 ± 1.0 Hz) (Figure 4A,B). Passive membrane properties as well as AP properties were unaffected by Nif or STO-609 treatment (Tables 1 and 2).

**Figure 4:**
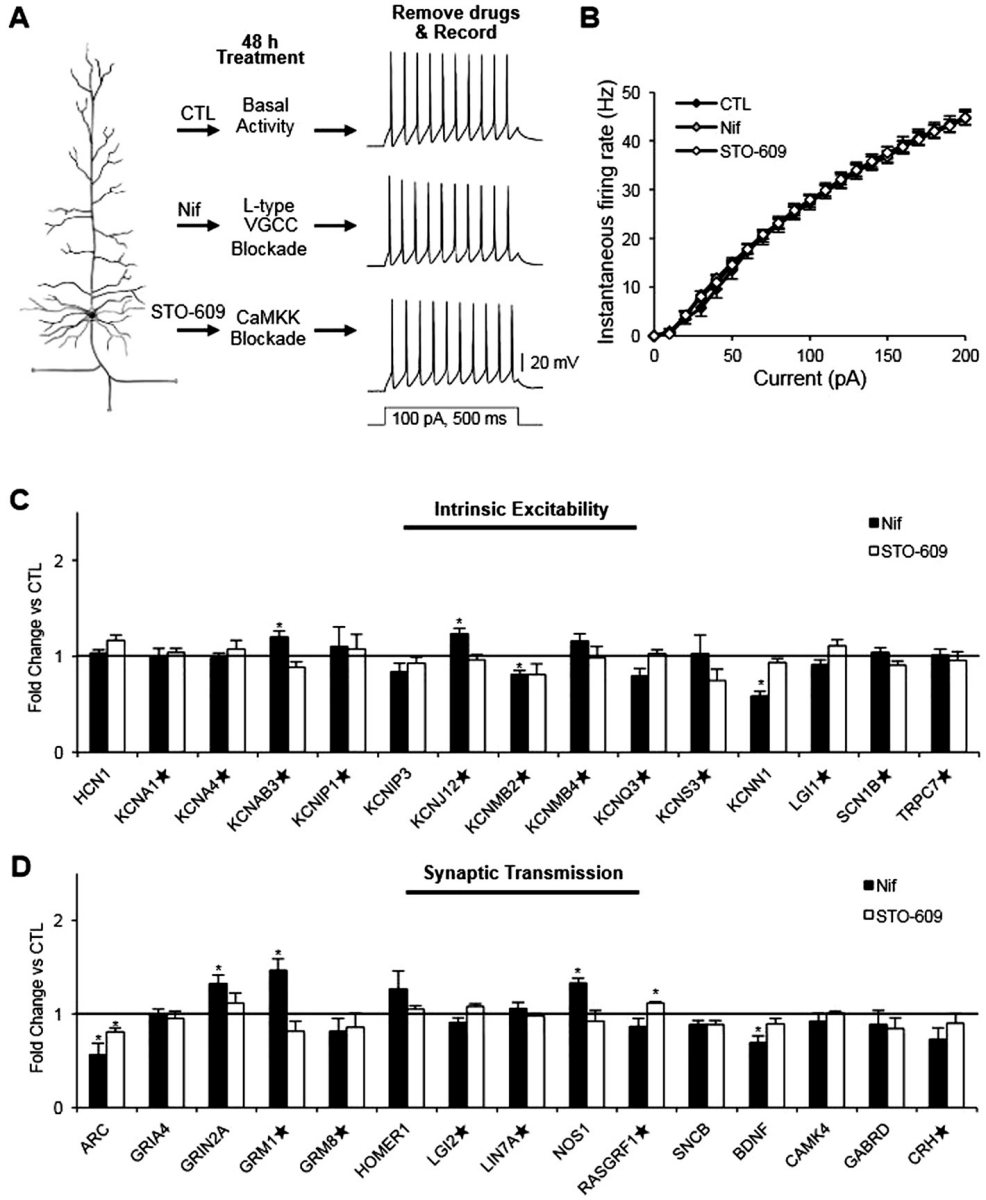
**Prolonged inhibition of L-type VGCCs alone does not affect intrinsic excitability or mRNA levels of most K** ^+^ **channel genes. (A,B)** Rat dissociated hippocampal neurons cultured at high density (DIV 12–14) were treated with L-type VGCC inhibitor Nif (20 μM), CaMKK inhibitor STO-609 (2 μM), or control (CTL-DMSO, 0.1% DMSO) for 48 h. **(A)** Representative spike trains are shown. **(B)** Average AP firing rates (Hz) measured in pyramidal neurons treated with CTL-DMSO (n = 12), Nif (n = 9), or STO-609 (n = 10) for 48 h. Nif or STO-609 treatment did not alter AP firing frequency compared to CTL-DMSO treatment. **(C,D)** QPCR validation of select genes that we identified by microarray analysis and have been implicated in intrinsic excitability **(C)** and synaptic transmission **(D)** identified by microarray analysis (n = 5 per treatment). Expression of intrinsic excitability genes was not altered by Nif or STO-609 treatment, except *KCNJ12, KCNMB2,* and *KCNAB3*. The ★ denotes genes whose protein products have not previously been implicated in homeostatic plasticity. Mean ± SEM (*p < 0.05).

Importantly, 48 h inhibition of L-type VGCCs had little or no effect on the expression of the majority of intrinsic excitability genes tested, except for *KCNAB3, KCNJ12, KCNMB2*, and *KCNN1.* The mRNA levels of *KCNAB3* and *KCNJ12* were increased while those of *KCNMB2* and *KCNN1* were reduced (Figure 4C). Similarly, 48 h STO-609 treatment did not affect the expression of intrinsic excitability genes. Among synaptic genes, Nif treatment decreased *ARC* and *BDNF* transcripts and increased *GRM1* and *NOS1* transcripts (Figure 4D) in a manner that mimicked the altered gene expression induced by TTX at 48 h (Figure 3D). However, only *ARC* mRNA was reduced by STO-609 treatment at 48 h (Figure 4D). The minimal effect on either AP firing frequency or expression of K^+^ channel genes in response to 48 h Nif or STO-609 administration suggests that a decrease in L-type VGCC/CaMKK-dependent signaling is likely not the primary mediator of the homeostatic increase in intrinsic excitability induced by chronic activity blockade.

### Inhibition of NMDARs or L-type VGCCs during chronic activity blockade increases intrinsic excitability to the same extent as chronic activity blockade alone

To confirm that down-regulation of NMDAR activity but not L-type VGCC activity mediates the compensatory increase in AP firing rates induced by 48 h TTX treatment, we co-treated cultured hippocampal neurons for 48 h with TTX (0.5 μM) and APV (100 μM). Co-treatment with TTX and APV led to a marked enhancement in AP firing rates compared to CTL treatment for all current injections over 60 pA (100 pA, CTL-H_2_O: 26.2 ± 1.7 Hz, TTX + APV: 31.8 ± 0.5 Hz, *p* < 0.05) (Figure 5A,B). Importantly, we recorded similar AP firing rate increases in neurons treated for 48 h with TTX alone (Figure 5A,B) or APV alone (Figure 3A,B). At 100 pA current injection, the mean AP firing frequency in neurons co-treated with TTX and APV was indifferent from that in TTX-treated neurons and APV-treated neurons (*p* > 0.05) (Figure 5C), further supporting our finding that decreased NMDAR activity contributes to elevated intrinsic excitability following chronic activity blockade.

**Figure 5:**
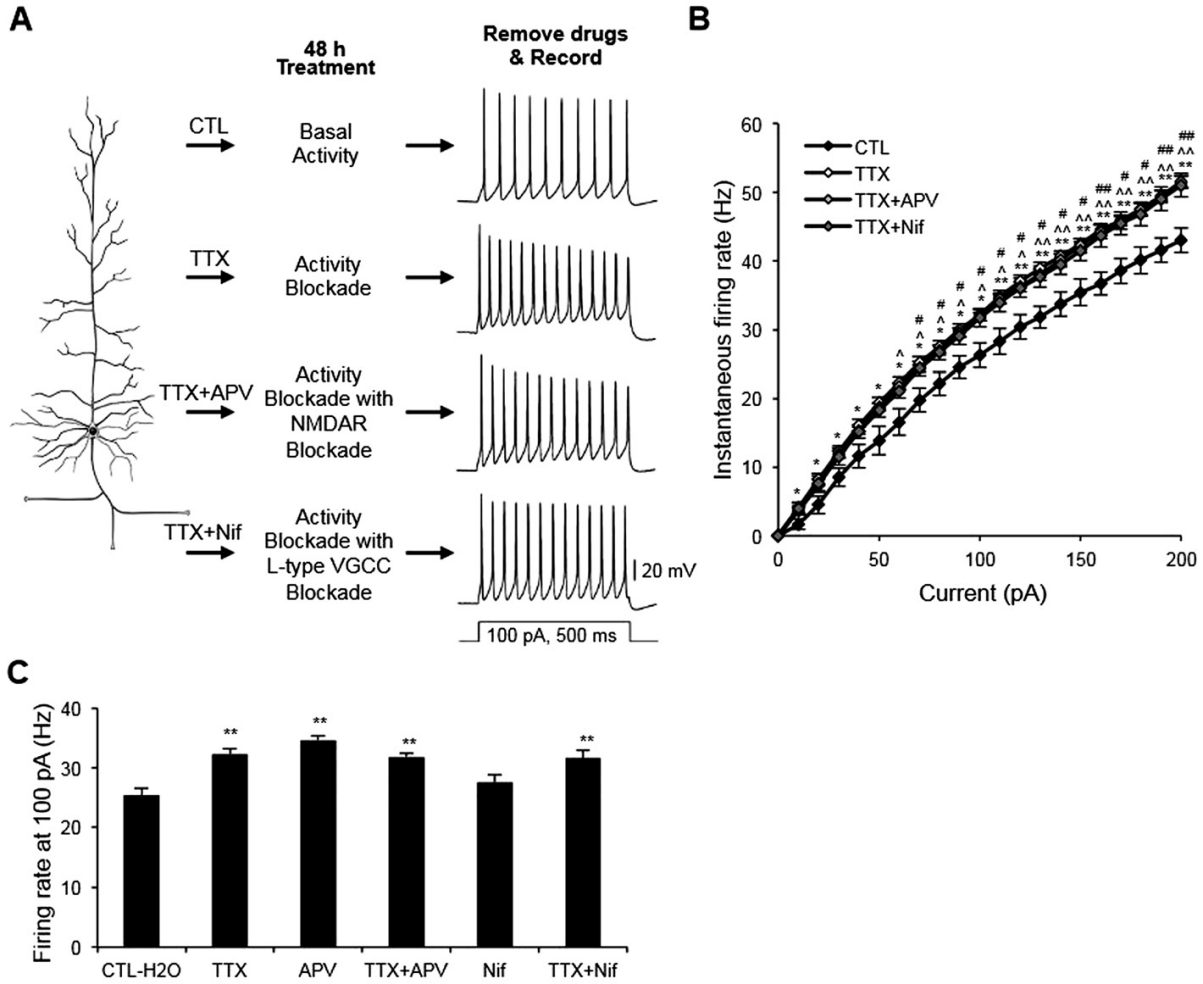
**Inhibition of NMDARs or L-type VGCCs during chronic activity blockade increases intrinsic excitability to the same extent as chronic activity blockade alone. (A,B)** Rat dissociated hippocampal neurons cultured at high density (DIV 12–14) were treated for 48 h with control (CTL-H_2_O, 0.1% H_2_O), TTX (0.5 μM), TTX (0.5 μM) + APV (100 μM), or TTX (0.5 μM) + Nif (20 μM). **(A)** Representative spike trains are shown. **(B)** Average AP firing rates (Hz) measured in pyramidal neurons treated for 48 h with CTL-H_2_O (n = 9), TTX (n = 10), TTX + APV (n = 10), or TTX + Nif (n = 9). Mean ± SEM (*p < 0.05, **p < 0.01 for CTL vs. TTX; ^*p* < 0.05, ^^*p* < 0.01 for CTL vs. TTX + APV; #*p* < 0.05, ##*p* < 0.01 for CTL vs. TTX + Nif). **(C)** A summary plot illustrating the effect of pharmacological treatments on instantaneous firing rates at 100 pA. Treatment of hippocampal neurons with TTX and co-treatment with either TTX and APV or TTX and Nif significantly increased AP firing frequency compared to CTL-H_2_O treatment. The average AP rates at 100 pA injection for APV and Nif treatments are from Figures 3B and 4B. Mean ± SEM (**p < 0.01).

We demonstrate that 48 h TTX treatment alone significantly increased AP firing rates (Figure 1, 5A,B, Additional file 3: Figure S2A) whereas Nif treatment alone did not (Figure 4A,B, Additional file 3: Figure S2B). Importantly, co-treatment with TTX and Nif increased the firing rates compared to CTL treatment for all current injections over 70 pA (Figure 5A,B). The mean AP firing frequency in neurons co-treated with TTX and Nif at 100 pA current injection was not different from that in TTX-treated neurons (Figure 5C, TTX + Nif: 31.6 ± 1.3 Hz; TTX: 32.3 ± 0.8 Hz, *p* > 0.05), which provides evidence that chronic inhibition of L-type VGCC activity alone is not responsible for the homeostatic increase in AP firing rates.

Given that blockade of neuronal activity or inhibition of NMDARs initially decreases Ca^2+^ influx [14,46-48], our findings suggest that a reduction in intracellular Ca^2+^ influx through NMDAR but not L-type contributes to increased intrinsic excitability following chronic activity blockade. This hypothesis is further supported by the fact that only half of the genes involved in synaptic transmission, including *GRM1*, *HOMER1, and CAMK4* (Figure 3D), were down-regulated by TTX treatment but not APV treatment, although both treatments increased AP firing rates (Figures 1, 3A,B, and 5). These results suggest that the increase in intrinsic excitability induced by chronic TTX treatment is not dependent on group I mGluR-Homer1a signaling and CaMK4 signaling, despite the crucial roles for these signaling pathways in synaptic scaling [14,34]. In addition, 48 h TTX or Nif treatment but not APV treatment significantly increased the mRNA levels of *NOS1* (Figures 3D, 4D), a known regulator of hippocampal long-term potentiation [20]. Considering that prolonged inhibition of L-type VGCC mimics TTX-induced scaling of excitatory synapses [14] and not AP firing rates (Figures 4A,B, and 5), our results suggest that enhanced *NOS1* expression and NO signaling may play a role in synaptic scaling, but it is unlikely to increase intrinsic excitability upon chronic activity blockade.

Although these results are consistent with previous studies reporting that NMDAR activity does not mediate homeostatic synaptic plasticity in cortical neurons [13,14,49-51], inhibition of NMDAR-mediated Ca^2+^ influx was recently implicated in synaptic scaling [46]. Kim and Ziff showed that TTX application acutely decreases intracellular Ca^2+^ concentration in cultured cortical neurons, which was restored by 48 h via upregulation of synaptic Ca^2+^-permeable AMPARs [46]. Since APV treatment also causes an initial decline of somatic Ca^2+^ concentration, the authors suggested that the restoration of Ca^2+^ levels was initiated by reduced NMDAR activity upon TTX treatment [46]. 

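Among 44 measured Ca2+ handling genes, TTX raised 2 and lowered 5 (the same counts adjusted over the list alone). CASR, which encodes the Ca2+-sensing receptor of the cell surface, rose by 2.27 on the log2 scale (SE 0.167, n = 4 arrays per group, limma adjusted p = 2.4e-05), and CALB2, the gene of the Ca2+ buffer calretinin, rose by 0.67 (SE 0.0845). TRPC6, a cation channel gene, fell by 1.44 (SE 0.124, limma adjusted p = 6.68e-05), and NCALD, which encodes the neuronal Ca2+ sensor neurocalcin, fell by 1.25 (SE 0.157). PVALB, the gene of the Ca2+ buffer parvalbumin, fell by 1.18 (SE 0.177). The remaining falls were those of the ryanodine receptor gene RYR1 (−0.70) and the Ca2+ sensor gene VSNL1 (−0.66), both chosen after their values were seen. The list as a whole did not shift to one side by camera (adjusted p = 0.185), and its median log2 fold change was −0.09. PVALB and CALB2 are also among the interneuron markers that fell, on balance, with TTX. Of 18 voltage-gated Ca2+ channel subunit genes, TTX lowered CACNA2D2 (−0.81, SE 0.143; 1 adjusted over the list alone; camera adjusted p = 0.678), which with normexp background correction fell short of the fold threshold (−0.40). CACNA2D2 (adjusted p = 0.0592) and CALB2 (adjusted p = 0.0909) were not called when the arrays of a slide set were averaged.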

Consistent with the importance of restoring Ca^2+^ signaling in homeostatic plasticity, we discovered that 48 h TTX treatment leads to significant changes in transcripts implicated in “cytosolic Ca^2+^ ion homeostasis” (Table 3). Thus, additional studies are needed to identify the activity sensor and dissect the underlying signaling pathways responsible for synaptic scaling induced by chronic activity blockade in hippocampal neurons.

### Chronic activity blockade or chronic NMDAR inhibition reduces total K^+^ current, K_v_1 current and K_v_7 current

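KCNA4, which encodes Kv1.4, had a log2 signal of 11.23 ± 0.133 in CTL and 10.16 ± 0.0826 after TTX (SD, n = 4 arrays each), a log2 fold change of −1.07 (SE 0.0729, limma adjusted p = 1.55e-05). KCNAB3, the gene of a Kv1 auxiliary subunit, fell from 6.56 ± 0.285 to 5.45 ± 0.294 (log2 fold change −1.11, SE 0.162, limma adjusted p = 0.00169). With normexp background correction KCNAB3 fell short of the fold threshold (−0.56). KCNA1, which encodes Kv1.1, had a log2 fold change of −0.42 with TTX (SE 0.0856, limma adjusted p = 0.0102), short of the fold threshold. KCNQ3, which encodes the Kv7.3 subunit of the M-current channel, fell from 10.28 ± 0.296 to 9.35 ± 0.11 (log2 fold change −0.94, SE 0.148, limma adjusted p = 0.00264). With TTX and CTL arrays averaged by slide set, KCNAB3 (adjusted p = 0.0593) and KCNQ3 (adjusted p = 0.0567) were not called, where their ranges over the alternatives were 0.000384 to 0.0593 and 3e-04 to 0.0567.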

Our microarray analysis and QPCR verification revealed that 48 h treatment with TTX or APV significantly decreased the mRNA levels of K_v_1 and K_v_7 channels (Figures 2C and 3C) that are critical mediators of excitability in hippocampal neurons [52-57]. To test if the reduction in the K^+^ conductance mediated by these channels may contribute to homeostatic intrinsic plasticity, we first performed immunoblot analyses to examine the changes in K_v_1 and K_v_7 expression. TTX treatment reduced whereas BC application enhanced expression of K_v_1.1, K_v_1.4, and Lgi1 (Figure 6A), the protein products of *KCNA1*, *KCNA4* and *Lgi1* (Figure 3C). NMDAR inhibition also decreased K_v_1.1 expression (*p* < 0.05) (Figure 6A).

**Figure 6:**
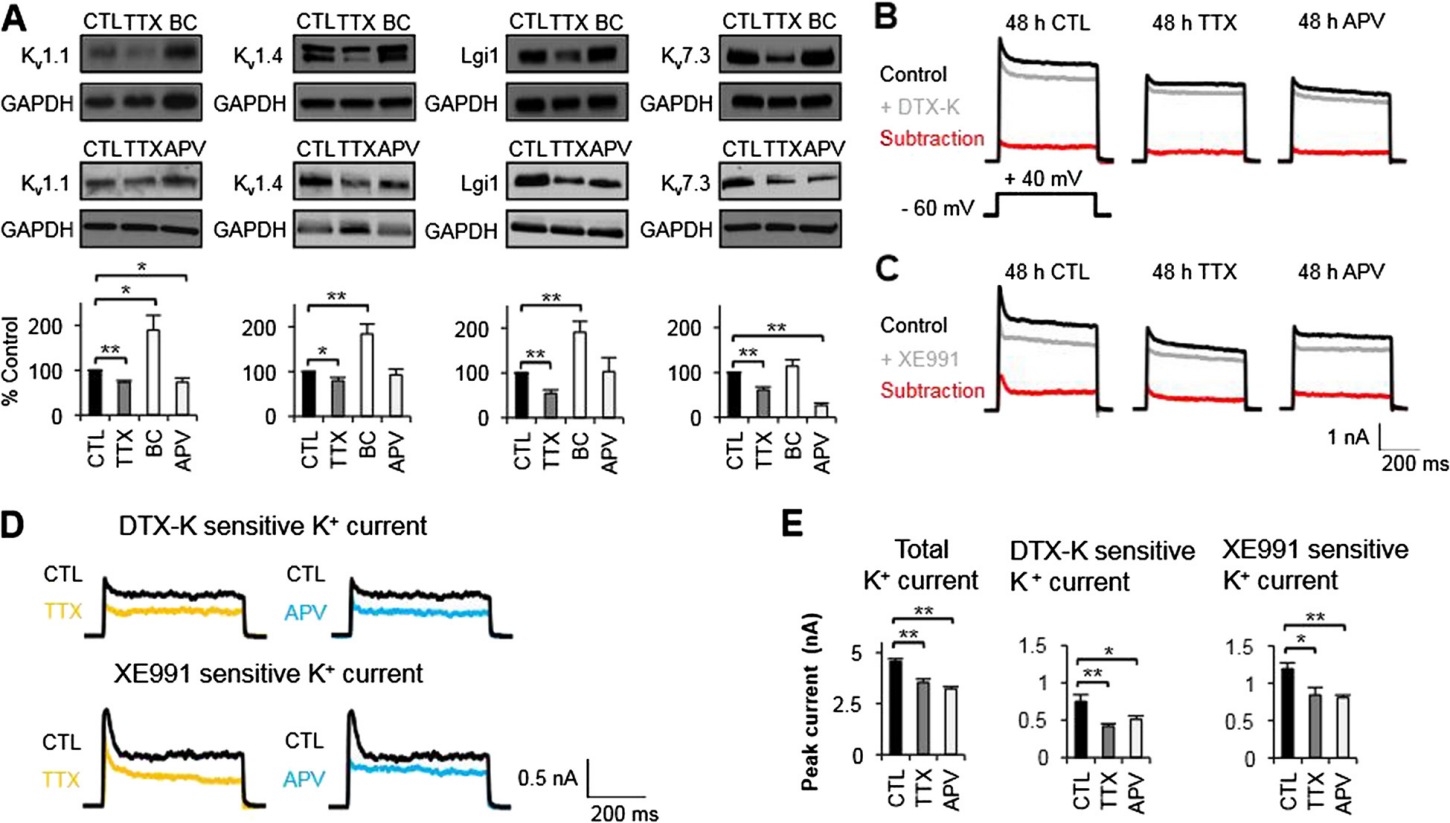
**Chronic activity blockade or prolonged NMDAR inhibition reduces protein and current expression of K** ^+^ **channels. (A)** Immunoblot analyses confirming activity-dependent modulation of the principle and auxiliary subunits of K_v_1 channels (K_v_1.1, K_v_1.4, Lgi1) and K_v_7/KCNQ channels (K_v_7.3) following 48 h application of TTX or BC (n = 6–12 per treatment). The level of each protein was normalized to GAPDH, followed by normalization to CTL-H_2_O. **(B-E)** Voltage clamp recordings of K^+^ currents evoked by depolarizing voltage step to +40 mV in cultured hippocampal neurons (DIV 12–14) following 48 h treatment with CTL, TTX or APV. After recording total K^+^ currents under vehicle control (0.1% H_2_O), dendrotoxin-K (DTX-K, 100 nM) or XE991 (10 μM) were applied and recordings of K^+^ currents from the same neurons were repeated. **(B,C)** Representative traces of K^+^ currents before (top, black) and after (middle, gray) application with K_v_1 channel specific antagonist, DTX-K **(B)** or K_v_7/KCNQ channel specific antagonist, XE991 **(C)**. The DTX-K- and XE991-sensitive currents were isolated by subtraction (bottom, red). **(D)** Enlargement of the traces from DTX-K-and XE991-sensitive K^+^ currents in neurons treated for 48 h with CTL (black), TTX (orange), or APV (blue). **(E)** Summary plots illustrating the effect of 48 h treatment with CTL (n = 21), TTX (n = 22), or APV (n = 22) on total K^+^ currents and DTX-K-and XE991-sensitive K^+^ currents at +40 mV. **(A,E)** Mean ± SEM (*p < 0.05, **p < 0.01).

K_v_1 current critically regulates AP repolarization and wave form-modulation [53,57-60]. Specifically, K_v_1.1 and K_v_1.4 are found predominantly located to axons and generate fast activating and inactivating A-type K^+^ current and fast activating and slowly inactivating D-type K^+^ current [9,58,61]. The epilepsy-associated secreted protein Lgi1 selectively prevents K_v_1 channel inactivation mediated by K_v_β1 [62-64]. A-type and D-type K^+^ currents have been shown to decrease rapidly in response to acute activity enhancement. For example, induction of chemical long-term potentiation in hippocampal neuronal culture reduces the A-type K^+^ current [65]. Similarly, a conditional AP train at 10 Hz for 2 s was shown to accompany an immediate reduction in the D-type K^+^ current in hippocampal CA3 neurons [66].

To assess whether decreased expression of K_v_1.1, K_v_1.4, and Lgi1, which occurs upon chronic activity blockade (Figure 6A), affects K_v_1 current, voltage-clamp recordings were performed to isolate K_v_1 currents using K_v_1 channel specific inhibitor, dendrotoxin-K (DTX-K) (Figure 6B,D,E). In hippocampal neurons cultured at high density, the DTX-K-sensitive K_v_1 currents were significantly decreased upon 48 h application of TTX (+40 mV, 0.41 ± 0.03 nA, *p* < 0.01) or APV (+40 mV, 0.50 ± 0.04 nA, *p* < 0.05) compared to CTL-H_2_O treatment (+40 mV, 0.74 ± 0.09 nA, *p* < 0.01) (Figure 6B,D,E). Whereas down-regulation of D-type K^+^ current via K_v_1.2 internalization was observed upon acute enhancement of somatic activity in hippocampal CA3 neurons to mediate long-term potentiation of intrinsic excitability [66], our findings suggest that a decrease in K_v_1 current could contribute to a homeostatic increase of AP firing frequency in response to chronic activity blockade or prolonged inhibition of NMDARs.

TTX or APV treatment also reduced expression of K_v_7.3 (*p* < 0.05) (Figure 6A), the subunit encoded by *KCNQ3* (Figure 3C). Although neurons express K_v_7.2 - K_v_7.5 [67], K_v_7 channels composed of K_v_7.2 and K_v_7.3 produce slowly activating and non-inactivating M-type K^+^ current, which potently suppresses repetitive AP firing [52,55,56,68]. To test if TTX or APV treatment for 48 h decreases K_v_7 current, voltage-clamp recordings were repeated to isolate K_v_7 currents using K_v_7/KCNQ channel specific antagonist, XE991 (Figure 6C-E). TTX or APV treatment significantly reduced the XE991-sensitive K_v_7 currents (+40 mV, TTX: 0.83 ± 0.09 nA, APV: 0.80 ± 0.03 nA) compared to CTL-H_2_O treatment (+40 mV, 1.18 ± 0.08 nA, *p* < 0.05) (Figure 6C-E). Sustained excitation has been shown to potentiate hippocampal K_v_7 function and spike frequency adaptation [69]. Conversely, our results suggest that reduction in K_v_7 current and K_v_7.3 (Figure 6), which is the dominant subunit that targets KCNQ channel to the axonal initial segment [70-72], may contribute to homeostatic stabilization of AP firing in response to chronic activity blockade or prolonged inhibition of NMDARs. Interestingly, XE991-sensitive current in APV-treated neurons became non-inactivating compared to that of TTX-treated neurons (Figure 6D). Though highly speculative, this could be due to the possibility that APV treatment may down-regulate K_v_7.4 and/or K_v_7.5 subunits that mediate inactivation [73].

Furthermore, TTX or APV treatment also reduced total K^+^ current (Figure 6B,C,E), which is consistent with our results that these treatments down-regulate multiple K^+^ channel transcripts (Figures 2C and 3C). For example, TTX or APV treatment decreased *HCN1* and *KCNMB2* mRNAs*,* which encode HCN channels and BKβ2, respectively. 

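KCNMB2 had a log2 signal of 8.66 ± 0.273 in CTL and 7.85 ± 0.139 in TTX (SD, n = 4 arrays each), 1.75-fold lower (SE 0.142 on the log2 scale, limma adjusted p = 0.00499). Every TTX array was below every CTL array for KCNMB2. With TTX and CTL arrays averaged by slide set, KCNMB2 was not called (adjusted p = 0.117, range over its 27 alternatives 0.00189 to 0.117).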

Enriched dendritically, HCN channels mediate activity-dependent h-current (*I*_h_) [74-76], which attenuates summation of excitatory postsynaptic potentials [77,78]. Thus, a decrease in *HCN1* expression, which occurs with TTX (Figures 2C and 3C), could enhance dendritic excitability. In hippocampal neurons, inactivation of BK channels contributes to frequency-dependent spike broadening [79]. Given that BKβ2 promotes inactivation of BK channels [80], a reduction in BKβ2 could potentiate intrinsic excitability by regulating AP repolarization and spike afterhyperpolarization [53,81,82]. Reduction in total K^+^ current by 48 h TTX or APV treatment (Figure 6B,C,E) is also consistent with our findings that these treatments significantly increase the input resistance of hippocampal neurons without altering their resting membrane potential (Table 1). These changes are most likely caused by the closure of ion channels, especially K^+^ channels. These results together suggest that a homeostatic increase in AP firing upon prolonged activity blockade may be achieved, in part, by NMDAR-dependent down-regulation of multiple K^+^ channels including K_v_1 and K_v_7 channels.

### Homeostatic intrinsic plasticity in high-density versus low-density hippocampal neuronal culture

We have previously reported that BC treatment for 48 h leads to a reduction in AP firing rates compared to CTL treatment in dissociated hippocampal neurons cultured at low density [2]. However, we did not observe the same effect in age-matched, high-density cultures (Figure 1). Since hippocampal neurons in high-density cultures are more excitable than those in low-density cultures (Additional file 4: Figure S3, Additional files 5 and 6: Tables S2 and S3), we speculate that inhibition of GABAergic transmission in hippocampal neurons cultured at high density may be insufficient to increase network activity required for the induction of homeostatic intrinsic plasticity.

Although TTX treatment for 48 h caused a homeostatic increase in AP firing rates in both high- and low-density cultures (Figure 1) [2], the same treatment reduced total K^+^ current in hippocampal neurons cultured at high density (Figure 6) but not those in low-density culture [2]. This could be due to the fact that CTL-treated, high-density cultures displayed larger total K^+^ current (Figure 6) than low-density cultures [2], enabling us to detect its significant reduction upon TTX treatment. Although we cannot exclude the possibility that ionic conductance mediating TTX-induced homeostatic intrinsic plasticity may not be equivalent in both high- and low-density cultures, our findings (Figure 6) are consistent with previous studies reporting that the elevation in AP firing frequency, which occurs with TTX treatment, is coupled with reduced K^+^ current density in dissociated cortical neurons [4].

Despite the wide application of dissociated neuronal culture to study homeostatic plasticity [2-4,13,15,29-31,34,83], the results from this culture system should be interpreted with caution due to the dependence of homeostatic plasticity expression on culture density and age [28,84]. Remarkably, TTX and APV treatments but not Nif or STO-609 treatments led to a homeostatic increase in AP firing rates in both high-density (Figures 1, 3 and 4) and low-density cultures [2]. Importantly, co-treatment of neurons with either TTX and APV or TTX and Nif did not increase AP firing frequency to a greater extent than TTX treatment alone (Figure 5). Thus, regardless of culture density, homeostatic intrinsic plasticity induced by chronic activity blockade is most likely mediated by reduced activity of NMDARs and not L-type VGCCs (Figure 7).

**Figure 7:**
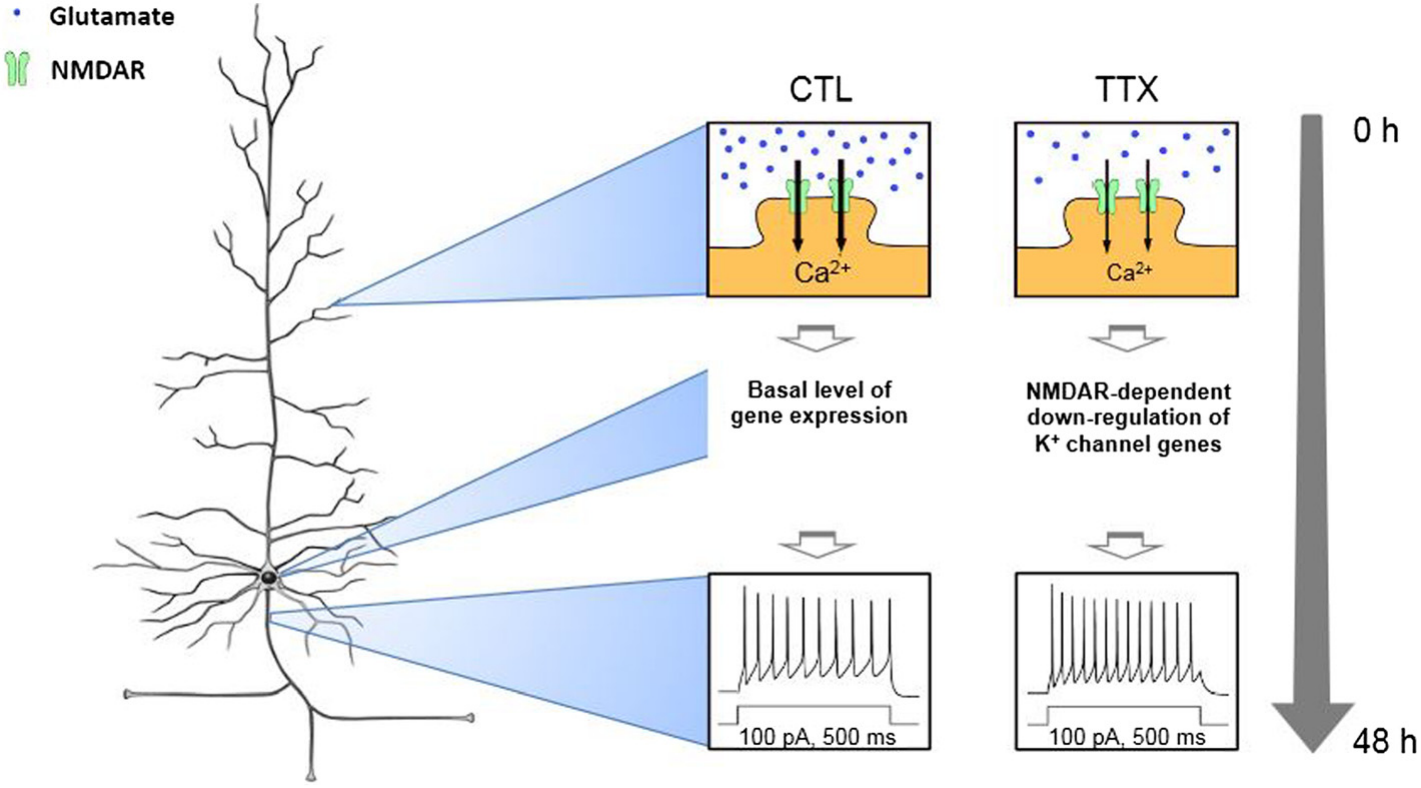
**Model for K** ^+^ **channel regulation during induction of homeostatic intrinsic plasticity.** TTX application rapidly blocks spontaneous action potential firing, causing an initial decrease in Ca^2+^ influx through NMDARs in dissociated hippocampal neurons cultured at high density. The subsequent transcriptional down-regulation of multiple K^+^ channel genes leads to a reduction in the protein expression of K^+^ channels at the neuronal plasma membrane. By 48 h, a decrease in currents through these K^+^ channels regulates AP and passive properties of hippocampal neurons, resulting in a homeostatic increase in the AP firing rates. The representative AP traces in the insets are from Figure 1A.

## Conclusions

We have identified a novel NMDAR-mediated K^+^ channel-rich gene network dynamically regulated during homeostatic intrinsic plasticity in hippocampal neurons cultured at high density. Our findings support a critical role for the transcriptional down-regulation of a variety of K^+^ channels in the stabilization of hippocampal neuronal excitability upon chronic activity blockade (Figure 7). In contrast to a homeostatic increase in synaptic strength mediated by reduced activity of L-type VGCCs during chronic activity blockade [14], our findings indicate that the level of Ca^2+^ influx through NMDARs serves as a critical activity sensor capable of initiating transcriptional regulation of genes crucial for homeostatic intrinsic plasticity (Figure 7). We propose that homeostatic intrinsic plasticity induced by chronic activity blockade is achieved in 3 steps: (1) inhibition of neuronal activity initially decreases Ca^2+^ influx through NMDARs [14,46-48]; (2) transcriptional down-regulation of multiple K^+^ channel genes decreases expression of K^+^ channels; and (3) reduced current through these K^+^ channels regulates AP and passive properties of hippocampal neurons to increase AP firing rates. In addition to K^+^ channels, this study reveals a number of previously unknown targets of homeostatic plasticity, including genes that have been implicated in the regulation of synaptic strength by influencing release probability and postsynaptic receptor function [19-25,29-34] as well as maintaining Ca^2+^ homeostasis [46]. Future studies should explore how activity-dependent genes work together to simultaneously induce synaptic scaling and homeostatic intrinsic plasticity. Given that homeostatic intrinsic plasticity is hypothesized to contribute to hyperexcitability-associated neuropathologies [16,18,85], deciphering the activity-dependent transcriptional regulation of K^+^ channels during homeostatic intrinsic plasticity may also reveal novel therapeutic targets for these diseases.

## Materials and methods

### Materials

Chemical reagents used included tetrodotoxin, bicuculline, DL-2-amino-5-phosphonopentanoic, Nifedipine, STO-609 acetate, XE991 dihydrochloride (all Tocris), and dendrotoxin-K (Alomone). Antibodies used included anti-Lgi1 (Abcam), anti-GAPDH (Cell Signaling), anti-K_v_1.1 (Millipore), anti-K_v_1.1, anti-K_v_1.4 (Neuromab), and anti-KCNQ3 (Alamone, or a kind gift from Dr. E. Cooper, Baylor College of Medicine, Houston, Texas).

### Hippocampal neuronal culture

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee at the University of California San Francisco and the University of Illinois Urbana-Champaign. Primary dissociated hippocampal cultures were prepared from E18.5 Sprague–Dawley rat embryos as described [2] and plated at high density (330 cells/mm^2^) onto poly L-lysine-coated (0.1 mg/mL) 12 mm glass coverslips (1.5×10^5^ cells/coverslip), or 30 or 60 mm cell culture dishes (6.5 ×10^5^ or 2.3×10^6^ cells/dish, respectively). At 10–13 days *in vitro* (DIV), neurons were treated for 48 h with (CTL-H_2_O, 0.1% H_2_O), (CTL-DMSO, 0.1% DMSO), TTX (0.5-1 μM), BC (20 μM), APV (100–200 μM), Nif (20 μM), or STO-609 (2 μM).

### RNA isolation and microarray analysis

Following pharmacological treatment, total RNA was isolated using an RNeasy kit (Qiagen) and stored at −80°C. Total RNA quality and quantity was assessed using a Pico Chip on an Agilent 2100 Bioanalyzer and Nanodrop ND-100 spectrophotometer. Quadruplicate RNA samples for each treatment were submitted to the UCSF Sandler Center Functional Genomics Core Facility for cDNA microarray hybridization to whole rat genome 4x44K Ink-jet arrays (Agilent, 41,012 total gene probes). Subsequent data extraction and analysis were performed at the core facility to determine the quantile normalization [86], B statistic [87], false discovery rate (FDR) [88] using the R package limma in Bioconductor [89,90]. Gene probes with an FDR < 0.05 and fold change of ≤ 0.667 (repressed) or ≥ 1.5 (induced) were considered differentially regulated. Gene ontology was analyzed using DAVID bioinformatics resources (http://david.abcc.ncifcrf.gov) [91] and primary literature searches.

### QPCR

To synthesize cDNA, reverse transcription was performed using total RNA (1–2 μg), random nanomers (15 μM), dNTPs (25 mM), M-MuLV reverse transcriptase (200 U/μL), and RNase inhibitor (40 U/μL)(New England Biolabs). The resulting cDNA was subjected to QPCR using the StepOnePlus real-time PCR system (Applied Biosystems) and SYBRGreenI (Invitrogen) to enable real-time quantification as described [92] with primers homologous to cDNAs corresponding to 31 genes of interest and *GAPDH* control gene (Additional file 7: Table S4). Primer efficiency was within 90-110% on a standard curve (slope of −3.30 = 100% optimal efficiency), with an R^2^ correlation coefficients > 0.99, and threshold cycle (Ct) values > 8 and < 35. The QPCR product specificity was confirmed through melt curve analysis. Following normalization to *GAPDH* cDNA levels, which is reflected in the ΔCt values, the relative quantification (RQ) of the fold change for each treatment compared to reference control was determined using the following equations: RQ = 2^(−ΔCt)^ / 2^(−ΔCt reference)^.

### Immunoblot analysis

Following pharmacological treatment, hippocampal cultured neurons were lysed in RIPA buffer and the resulting lysate samples were subjected to immunoblot analysis as described [93]. Densitometric quantification, following normalization to GAPDH was performed with ImageJ software (National Institutes of Health) as described [93].

### Whole cell patch clamp recordings

Whole-cell patch clamp recordings of AP firing and K^+^ currents were carried out at 23-25°C in neurons held at −60 mV as previously described [2] using a Multiclamp 700B amplifier, Digidata 1440A, and the pClamp 10.2 (Molecular Devices). Recordings were filtered at 2 kHz and digitized at 10 kHz. Recording analyses were performed using Clampfit 10.2 (Molecular Devices). Current clamp recordings of spontaneous AP firing were carried out as previously described [2] immediately after applying vehicle control (0.1% dH2O), TTX (0.5-1 μM), or BC (20 μM) in external solution containing (in mM): 126 NaCl, 3 KCl, 2 CaCl_2_, 2 MgSO_4_, 1 NaH_2_PO_4_, 25 NaHCO_3_ and 14 Dextrose, bubbled with 95% O_2_ and 5% CO_2_ (pH 7.4, 305–315 mOsm). Recording pipettes had a resistance of 3–5 MΩ when filled with internal solution containing (in mM): 130 KMeSO_4_, 10 KCl, 10 HEPES/K-HEPES, 2 MgSO_4_, 0.5 EGTA and 3 ATP (pH 7.3, 285–295 mOsm). Spontaneous firing was measured upon delivering zero current (0 pA) pulses.

To examine the induction of homeostatic intrinsic plasticity, current clamp recordings of AP were carried out immediately after the removal of 48 h TTX or BC treatment in external solution in the presence of the fast synaptic transmission blockers CNQX (20 μM) and APV (100 μM). AP firing rates (Hz) were measured upon delivering constant current pulses of 500 ms in the range 0 to 200 pA, and were averaged from 3 to 5 individual sweeps per each current injection. Neurons were omitted if the resting membrane potential was > −50 mV, or if no APs were discharged. Rheobase was defined as the minimal current that elicited at least one spike by incremental 10 pA current steps for 500 ms duration at a holding potential of −60 mV [39].

Voltage-clamp recordings of K^+^ currents were performed in external solution containing CNQX (20 μM) and APV (100 μM) to block the fast synaptic transmission as well as TTX (0.5 μM) and CdCl_2_ (400 μM) to block the Na^+^ and Ca^2+^ currents, respectively. Depolarizing steps (500 ms) were applied every 10 s intervals in +10 mV increments up to +40 mV. After recording K^+^ currents under vehicle control (0.1% H_2_O), the neurons were exposed to XE991 (10 μM) or dendrotoxin-K (DTX-K, 100 nM) and recordings of K^+^ currents were repeated. The XE991-sensitive K_v_7 currents or DTX-K-sensitive K_v_1 currents were computed by subtracting the K^+^ currents recorded in the presence of the inhibitors from the K^+^ currents recorded under the control condition.

### Statistical analyses

All data shown represent the mean value ± SEM. The number of separate neuronal culture dishes, RNA samples, and cells patched for electrophysiological studies are expressed as sample size *n.* Statistical analyses were performed with Microsoft Excel and Origin 9.1 (Origin Lab). Following Student’s t test or ANOVA, a priori value (*p*) < 0.05 was considered statistically significant.

## Additional files

Additional file 1: Figure S1. Effects of acute TTX or BC treatment on spontaneous firing of hippocampal pyramidal neurons. (A) Whole-cell patch clamp recording of rat dissociated hippocampal neurons cultured at high density (DIV 12–14) revealed that acute application of TTX (0.5 μM) rapidly blocks spontaneous firing of AP whereas acute application of BC (20 μM) leads to burst firing compared to CTL-H_2_O treatment. Additional file 2: Table S1. The average rheobase current of hippocampal pyramidal neurons cultured at high-density following 48 h pharmacological treatment. Rheobase (the minimal current that elicited at least one spike) was determined by incremental 10 pA current steps for 500 ms duration at a holding potential of −60 mV. Each value represents the mean ± SEM (***p* < 0.01 for CTL-H_2_O vs. APV). Additional file 3: Figure S2. The AP firing rates in response to current injections from rheobase to rheobase + 100 pA. Average AP firing rates (Hz) shown in Figures 1, 3 and 4 were recalculated in response to current injections from rheobase to rheobase +100 pA. (A) Treatment of hippocampal neurons for 48 h with TTX (n = 10) or APV (n = 9) significantly increased AP firing frequency compared to CTL-H_2_O treatment (n = 22). (B) Treatment for 48 h with Nif (n = 9) or STO-609 (n = 10) did not alter AP firing frequency compared to CTL-DMSO treatment (n = 12). (C) BC application for 48 h (n =9) did not change AP firing frequency compared to CTL-H_2_O application (n = 22). Mean ± SEM (**p* < 0.05, ***p* < 0.01 for CTL vs. TTX; ^*p* < 0.05, ^^*p* < 0.01 for CTL vs. APV). Additional file 4: Figure S3. Effect of culture density on innate excitability of hippocampal pyramidal neurons. (A,B) Whole-cell patch clamp recording of rat dissociated hippocampal neurons cultured at high density and low density (DIV 12–14) after 48 h application of vehicle control (CTL, 0.1% H_2_O). Following treatment removal, spike trains were evoked in pyramidal neurons by delivering constant somatic current pulses for 500 ms duration at a resting potential of −60 mV. (A) Representative spike trains are shown. (B) Average AP firing rates (Hz) were measured in pyramidal neurons cultured at high density (n = 22) and low density (n = 22). Mean ± SEM (**p* < 0.05, ***p* < 0.01 for CTL-LD vs. CTL-HD). Additional file 5: Table S2. Passive properties of hippocampal pyramidal neurons cultured at low density. *n*, number; *C*m, Whole-cell membrane capacitance; *R*in, input resistance; *V*m, resting membrane potential. Each value represents the mean ± SEM. Additional file 6: Table S3. AP properties of hippocampal pyramidal neurons cultured at low density. *V*T, voltage threshold for action potential; AP, Action potential; rise, 10-90% rise time of AP; decay, 10-90% decay time of AP; HW, half-width; fAHP, fast after-hyperpolarization. AP properties were measured from the first action potential evoked by a current step to 100 pA at a holding potential of −60 mV. Each value represents the mean ± SEM (**p* < 0.05 for CTL-LD vs. CTL-HD). Additional file 7: Table S4. Primer pairs for QPCR analysis. Primers were designed with Primer3 software (Whitehead Institute). Primer efficiency was within 90-110% on a standard curve (slope of −3.30 = 100% optimal efficiency), with an R2 correlation coefficients > 0.99, and threshold cycle (CT) values > 8 and < 35.

## Abbreviations

AP: Action potential
APV: DL-2-amino-5-phosphonopentanoic acid
BC: Bicuculline
BK: Ca^2+^-activated large conductance K^+^ channel
Ca^2+^: Calcium
CaMKK: Ca^2+^/calmodulin-dependent protein kinase kinase
CTL: Control
DIV: Days *in vitro*
DTX-K: Dendrotoxin-K
h: Hours
HCN: Hyperpolarization activated cyclic nucleotide-gated K^+^ channel
K^+^: Potassium
NMDA: *N*-Methyl-D-aspartate
VGCC: Voltage-gated Ca^2+^ channel
QPCR: Real-time quantitative polymerase chain reaction
SK: Ca^2+^-activated small conductance K^+^ channel
THIK2: Tandem pore domain halothane-inhibited K^+^ channel 2
TRAAK: TWIK-related arachidonic acid-stimulated K^+^ channel
TREK1: TWIK-related K^+^ channel 1
TTX: Tetrodotoxin
XE991: XE991 dihydrochloride

# Supplementary material for: N-methyl-D-aspartate receptors mediate activity-dependent down-regulation of potassium channel genes during the expression of homeostatic intrinsic plasticity
**Source:** Mol Brain. 2015 Jan 20;8:4. doi: 10.1186/s13041-015-0094-1
**Supplement:** Additional file 2: Table S1. — The average rheobase current of hippocampal pyramidal neurons cultured at high-density following 48 h pharmacological treatment. Rheobase (the minimal current that elicited at least one spike) was determined by incremental 10 pA current steps for 500 ms duration at a holding potential of −60 mV. Each value represents the mean ± SEM (**p < 0.01 for CTL-H2O vs. APV).

**Table S1. The average rheobase current of hippocampal pyramidal neurons cultured at high-density following 48 h pharmacological treatment.**

| Treatment            | Rheobase (pA) |
|----------------------|---------------|
| CTL-H <sub>2</sub> O | 33.7 ± 4.1    |
| TTX                  | 26.6 ± 5.6    |
| BC                   | 45.5 ± 7.2    |
| APV                  | 12.7 ± 1.5**  |
| CTL-DMSO             | 24.4 ± 4.6    |
| Nif                  | 15.1 ± 1.4    |
| STO-609              | 21.0 ± 2.6    |

Rheobase (the minimal current that elicited at least one spike) was determined by incremental 10 pA current steps for 500 ms duration at a holding potential of -60 mV. Each value represents the mean ± SEM (\*\* $p < 0.01$  for CTL-H<sub>2</sub>O vs. APV).

# Supplementary material for: N-methyl-D-aspartate receptors mediate activity-dependent down-regulation of potassium channel genes during the expression of homeostatic intrinsic plasticity
**Source:** Mol Brain. 2015 Jan 20;8:4. doi: 10.1186/s13041-015-0094-1
**Supplement:** Additional file 5: Table S2. — Passive properties of hippocampal pyramidal neurons cultured at low density. n, number; Cm, Whole-cell membrane capacitance; Rin, input resistance; Vm, resting membrane potential. Each value represents the mean ± SEM.

**Table S2. Passive properties of hippocampal pyramidal neurons cultured at low density.**

| Treatment | <i>n</i> | <i>C<sub>m</sub></i> (pF) | <i>R<sub>in</sub></i> (MΩ) | <i>V<sub>m</sub></i> (mV) |
|-----------|----------|---------------------------|----------------------------|---------------------------|
| CTL       | 22       | 48.2 ± 1.9                | 485 ± 24                   | -61.2 ± 0.7               |

*n*, number; *C<sub>m</sub>*, Whole-cell membrane capacitance; *R<sub>in</sub>*, input resistance; *V<sub>m</sub>*, resting membrane potential. Each value represents the mean ± SEM.

# Supplementary material for: N-methyl-D-aspartate receptors mediate activity-dependent down-regulation of potassium channel genes during the expression of homeostatic intrinsic plasticity
**Source:** Mol Brain. 2015 Jan 20;8:4. doi: 10.1186/s13041-015-0094-1
**Supplement:** Additional file 6: Table S3. — AP properties of hippocampal pyramidal neurons cultured at low density. VT, voltage threshold for action potential; AP, Action potential; rise, 10-90% rise time of AP; decay, 10-90% decay time of AP; HW, half-width; fAHP, fast after-hyperpolarization. AP properties were measured from the first action potential evoked by a current step to 100 pA at a holding potential of −60 mV. Each value represents the mean ± SEM (*p < 0.05 for CTL-LD vs. CTL-HD).

**Table S3. AP properties of hippocampal pyramidal neurons cultured at low density.**

| Treatment | $V_T$ (mV)        | AP height (mV) | AP rise (ms)    | AP decay (ms)   | AP HW (ms)      | fAHP (mV)       | AP latency (ms)   |
|-----------|-------------------|----------------|-----------------|-----------------|-----------------|-----------------|-------------------|
| CTL       | $-36.9 \pm 0.6^*$ | $62.8 \pm 2.0$ | $0.65 \pm 0.03$ | $1.60 \pm 0.08$ | $1.79 \pm 0.08$ | $-20.2 \pm 0.9$ | $47.1 \pm 12.6^*$ |

$V_T$ , voltage threshold for action potential; AP, Action potential; rise, 10-90% rise time of AP; decay, 10-90% decay time of AP; HW, half-width; fAHP, fast after-hyperpolarization. AP properties were measured from the first action potential evoked by a current step to 100 pA at a holding potential of -60 mV. Each value represents the mean  $\pm$  SEM (\* $p < 0.05$  for CTL-LD vs. CTL-HD).

# Supplementary material for: N-methyl-D-aspartate receptors mediate activity-dependent down-regulation of potassium channel genes during the expression of homeostatic intrinsic plasticity
**Source:** Mol Brain. 2015 Jan 20;8:4. doi: 10.1186/s13041-015-0094-1
**Supplement:** Additional file 7: Table S4. — Primer pairs for QPCR analysis. Primers were designed with Primer3 software (Whitehead Institute). Primer efficiency was within 90-110% on a standard curve (slope of −3.30 = 100% optimal efficiency), with an R2 correlation coefficients > 0.99, and threshold cycle (CT) values > 8 and < 35.

**Table S4. Primer pairs for QPCR analysis.**

| Symbol        | Description                                                                           | qPCR Primer Sequence (5') | qPCR Primer Sequence (3') |
|---------------|---------------------------------------------------------------------------------------|---------------------------|---------------------------|
| <i>ARC</i>    | activity-regulated cytoskeleton-associated protein                                    | CCAAGAAGTGGTGGGAGTTC      | CTGGTACAGGTCCCGCTTAC      |
| <i>BDNF</i>   | brain derived neurotrophic factor                                                     | GATGAGGACCAGAAGGTTCG      | TGTGACCCACTCGCTAATACT     |
| <i>CAMK4</i>  | Ca <sup>2+</sup> /calmodulin-dependent protein kinase IV                              | CTGGACCTGGAGAGCTATGG      | AAGCTGAGTCGAGGGAAGTG      |
| <i>CRH</i>    | corticotropin releasing hormone                                                       | GCCCATCTCTCTGGATCTCAC     | TCTCCATCAGTTTCCTGTTGC     |
| <i>GABRD</i>  | gamma-aminobutyric acid (GABA) A receptor, delta                                      | TGGACTAATGGAGGGCTACG      | GGGTCTCGTTGGTATGGTTG      |
| <i>GAPDH</i>  | glyceraldehyde-3-phosphate dehydrogenase                                              | GTCGGTGTGAACGGATTTG       | CTTGCCGTGGGTAGAGTCAT      |
| <i>GRIA4</i>  | glutamate receptor, ionotropic, AMPA 4                                                | CCAAGCAGCGTTCAAATAGG      | TGGCAGTCTCAATGTTGTCC      |
| <i>GRIN2A</i> | glutamate receptor, ionotropic, NR2A                                                  | CCTGGAAGAGGCAGATTGAC      | GCAGCCAGCATGTAGAACAC      |
| <i>GRM1</i>   | glutamate receptor, metabotropic 1                                                    | CGGAGGGATCACAATAAAGC      | CAAGAGGTGTCCAGGTAGGC      |
| <i>GRM8</i>   | glutamate receptor, metabotropic 8                                                    | CAGCAAGCTCTGTGTCCATC      | GGCCTCAACACCACTCTCTC      |
| <i>HOMER1</i> | homer homolog 1                                                                       | TCTTCCAGATCGACCCAAAC      | TCAGAGGAGAATCCAGTCC       |
| <i>HCN1</i>   | hyperpolarization-activated, cyclic nucleotide-gated channel 1                        | CCAGAAGGATGTGAACACTGG     | TGCAGGTTGCTGTGAGAGAG      |
| <i>KCNA1</i>  | K <sup>+</sup> voltage-gated channel, shaker-related, 1, K <sub>v</sub> 1.1           | GCCGCAGCTCCTCTACTATC      | GCGGTGCAGTTACCAGTTC       |
| <i>KCNA4</i>  | K <sup>+</sup> voltage-gated channel, shaker-related, 4, K <sub>v</sub> 1.4           | CTGGAGAACTCAGGGCACAC      | GACAAGCAAAGCATCGAACC      |
| <i>KCNAB3</i> | K <sup>+</sup> voltage-gated channel, shaker-related, beta 1, K <sub>v</sub> β3       | CTGGGTCACATTTGGCTCTC      | TCCAACCTTTGCTCTTGAGG      |
| <i>KCNIP1</i> | K <sub>v</sub> channel-interacting protein 1, KCHIP1                                  | TCACCAAGAGGGAGCTACAAG     | TGTCGAAGGCATTGAAGAGG      |
| <i>KCNIP3</i> | K <sub>v</sub> channel interacting protein 3, calsenilin, KCHIP3                      | CTTCTTCTCAATGCCTTCG       | CGCAGGATAGGGTAGGTGTG      |
| <i>KCNJ12</i> | K <sup>+</sup> inwardly-rectifying channel, J, 12, Kir2.2                             | CATCATCTTCTGGGTCATTGC     | GCACTCTTCAGTCACGCATC      |
| <i>KCNMB2</i> | K <sup>+</sup> large conductance Ca <sup>2+</sup> -activated channel, M, beta 2, BKβ2 | GCCATCCTGCTTGGACTG        | CAGGCAAGGGTACTGAGAGAG     |
| <i>KCNMB4</i> | K <sup>+</sup> large conductance Ca <sup>2+</sup> -activated channel, M, beta 4, BKβ4 | GCATCCTGTGCTCTTCATC       | GGTGCTGGTCGCTGTGTAG       |
| <i>KCNQ3</i>  | K <sup>+</sup> voltage-gated channel, KQT-like, 3, K <sub>v</sub> 7.3                 | CTTCGTGCTGATTGCTTCTG      | CGGTGATGAGTTCTTTGCTG      |
| <i>KCNS3</i>  | K <sup>+</sup> voltage-gated channel, delayed-rectifier, S, 3, K <sub>v</sub> 9.3     | CCAGAAGCAGAAGGACATGG      | CATCTGTGGAGTCAGGATCG      |
| <i>KCNN1</i>  | K <sup>+</sup> small conductance Ca <sup>2+</sup> -activated channel, N, 1            | CTGATCTCGCTGGAGTTGG       | GCAGATAGAGGCGCAGAAAC      |
| <i>LGI1</i>   | leucine-rich, glioma inactivated 1                                                    | TGGTACAGGGATACTGATGTGG    | AGTCGCCAATGAATCTGGTC      |
| <i>LGI2</i>   | leucine-rich repeat LGI family, 2                                                     | GGTGGTAGCCCAACTCTTTG      | CAGCGATGATGAAGAACGTC      |
| <i>LIN7A</i>  | lin-7 homolog a                                                                       | CAGCAATCCGAGAGGTGTATC     | TCAGTCTTTGGCAGTTCGAC      |
| <i>NOS1</i>   | nitric oxide synthase 1 (neuronal)                                                    | CTGCAAAGCCCTAAGTCCAG      | GCAGTGTTCCTCTCCTCCAG      |
| <i>RASGRF</i> | ras protein-specific guanine nucleotide-releasing factor 1                            | ACCAAGAATGGCGTGATTTTC     | GCACTGGATGATGTCACTGG      |
| <i>SNCB</i>   | beta synuclein                                                                        | CTGGGAGGAGCTGTGTTCTC      | TACGCCTCTGGCTCGTATTC      |
| <i>SCN1B</i>  | Na <sup>+</sup> channel, voltage-gated, type I, beta, Na <sub>v</sub> 1β              | GTGGTGTGGAACGGTAGTCG      | GATCTCTGACACGATGGATGC     |
| <i>TRPC7</i>  | transient receptor potential cation channel, C, 7                                     | GACTTTGCCCAACGAGACC       | TCCAGTAGGTTCCACAAGTGC     |

Primers were designed with Primer3 software (Whitehead Institute). Primer efficiency was within 90-110% on a standard curve (slope of -3.30 = 100% optimal efficiency), with an R<sup>2</sup> correlation coefficients > 0.99, and threshold cycle (CT) values > 8 and < 35.

How the deposited data were processed for this re-analysis (not part of the article)

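RNA from rat hippocampal neuron cultures treated for 48 h with TTX, BC or vehicle was measured on 12 one-color Agilent arrays with 41012 probes, 4 per group. The condition of each array was taken from its sample label, and the CTL arrays, labelled with another vehicle than the paper names, were taken as the vehicle control. The authors deposited scanner intensities for each spot, which Feature Extraction 9.5.1.1 had subtracted for background and for a spatial trend within the array, with a surrogate value in place of low intensities, and which had not been normalized between arrays. The authors also deposited log2 values, which were quantile-normalized, have column medians of 7.372 to 7.378 and rank as the median spot signal with no background subtracted (rank correlation at least 0.99998). The column of BC replicate 2 in the log2 values holds 1131 empty values. The methods name quantile normalization, limma, its B statistic and an FDR, and give no step for background or for dim probes.

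The processed signals were taken to log2 and quantile-normalized over the 12 arrays, after spots marked as outliers by the software were left out. No filter on dim probes was applied. limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all arrays, with moderated variances (eBayes), for TTX against CTL, BC against CTL and TTX against BC. A probe was called at a Benjamini-Hochberg FDR under 0.05 and a fold change of at least 1.5 or at most 0.667, the paper's stated thresholds. Files were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and data.table 1.17.8, and figures were drawn with matplotlib 3.10.9. The number of arrays limits the precision.

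Probes were named through the reference table of the GRCr8 assembly: 10813 through an accession, 5133 by a current symbol and 3455 through a synonym, while 21611 kept the name in the files, which gave 35716 distinct names. A gene was represented by its brightest probe and called by that probe's FDR. Where a gene was not well above background on any array of a group, its change is given as a lower bound, and where both groups were so, no fold is given.

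The genes named in the text follow a rule with 4 parts: genes named in the paper's text or in Fig. 2C, whose direction in the paper was known; the 12 largest rises and 12 largest falls per comparison with CTL among called genes with a symbol, well above background on all 4 arrays of a group and with no overlap between the groups; up to 4 called members of each gene list; and GAPDH, GFAP, RBFOX3 and SLC17A7. Genes outside the rule are marked as chosen after their values were seen.

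Gene lists were written by hand for K+, Na+ and voltage-gated Ca2+ channel subunits, Ca2+ handling, activity-regulated genes, neuropeptides, ionotropic and metabotropic glutamate receptors, GABA signaling, synaptic vesicles, postsynaptic scaffolds and kinases, axon guidance, growth factors, cholesterol synthesis, the mitochondrial respiratory chain, the integrated stress response, heat shock, p53 targets, inflammation, the cell cycle and housekeeping, and for markers of 7 cell types. Each list was tested for a shift with camera in limma, at a correlation between genes of 0.01 and again with an estimated correlation, and for its share of called genes with Fisher's exact test. Both were adjusted over the lists of a comparison by Benjamini and Hochberg's method. Intervals of list medians are 95% bootstrap intervals from 10000 draws over the members.

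The same steps were tested on simulated data with known changes in TTX and CTL arrays: of the changed probes, 6 of 50 at 1.5-fold, 46 of 75 at 2-fold and 65 of 75 at 4-fold were called, and 6 of the unchanged probes were called.

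The arrays lay on 4 slides with 1 array of each group, which gave the slide block. The replicate numbers in the labels were checked as a pairing: after the group means were removed, arrays with the same number correlated at 0.59 to 0.71 between TTX and CTL, at −0.66 to −0.52 between BC and CTL and at −0.65 to −0.61 between TTX and BC, and 2 of the 12 arrays matched their own number best. The replicate number was therefore used only as an alternative.

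Alternatives set in advance were normexp background correction with an offset of 50, median signal with no background correction, the 75th percentile in place of quantile normalization, the deposited log2 values, only probes well above background, slide as a block, the replicate block, only the 2 groups compared, eBayes with trend and robust, the unmoderated test of the methods with and without adjustment, no fold threshold, the mean of all of a gene's probes, and leaving out each array. Added after the data were seen were the slide set as a block, the arrays of a group on a slide set as a random block or averaged, the replicate block with only the 2 groups compared, and any probe of a gene well above background. The results of some single genes are not reported here. Gene ontology enrichment, QPCR, immunoblots and recordings were not analysed here.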

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

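Of the tests in this part, those on interneuron numbers and on the cell make-up of the slide sets were chosen only after the result was seen.

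In 32 of 630 combinations of a named gene and a group (5.08%), 1 of the 4 arrays lay far from the other 3, where chance gives about 1 in 20, and none of 12 array measures did so by the same criterion. The values given are the gap to the nearest array as a share of the group's range, which exceeded Dixon's 95% critical value for 4 samples. Among them, in CTL the lowest array stood apart for CACNA2D2 (0.839), LUM (0.931), MCUB (0.905), NRTN (0.842), RGS14 (0.848) and TAC1 (0.871), and the highest for CNMD (0.894), RGS4 (0.865), TMPRSS11D (0.844) and VGF (0.876). In TTX the lowest array stood apart for CHRM3 (0.945), CTSS (0.848), CXCL1 (0.958), LYN (0.947), MX2 (0.903) and PCSK1 (0.922), and the highest for DHRS7C (0.966), KCNJ16 (0.867), KCNK2 (0.903), KCNQ3 (0.867), NMBR (0.897), OR10AL4B (0.988), SEMA3C (0.849) and SHC3 (0.872). In BC the lowest array stood apart for CASR (0.932) and GRM6 (0.843), and the highest for ASCL4 (0.862), CLDN5 (0.914), LRRK2 (0.838), SYNJ2 (0.839) and TAC1 (0.937).

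Signals appeared in genes outside those the paper discusses. With TTX these were the list of cholesterol synthesis genes (camera adjusted p = 3.35e-13), the list of GABAergic interneuron markers (camera adjusted p = 3.13e-12), LCP2 (log2 fold change 2.42, also called higher with BC) and CRHBP (−4.49). With BC these were the list of endothelial, mural and fibroblast markers (camera adjusted p = 0.00141), OR10AL5B (at least 3.57-fold higher) and GPR101, a G protein-coupled receptor gene that was not well above background on any BC array (at least 2.42-fold lower, limma adjusted p = 0.00162).

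The genes called lower with TTX had a median log2 fold change of −0.89. A loss of neurons in the TTX cultures was tested on neuronal markers, and the limit set for it was a list median of −0.443 or below. The median of 13 markers of all neurons was −0.15 (95% interval −0.287 to −0.0154). This cannot decide the question, since the paper's staining found nearly all cells to be neurons and the arrays were normalized to each other. A loss of neurons would then hardly change the neuronal share of the RNA. A loss of neurons and an effect of the blocked activity on transcription both stay open.

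GABAergic interneuron markers called lower with TTX had a median log2 fold change of −1.25, and the list's median on slides 1 to 4 was −0.70, −0.63, −0.81 and −0.86. Fewer interneurons would lower the markers by a common amount. The 10 members that encode no peptide, Ca2+ buffer or GABA-synthesizing enzyme had a median of −0.587 (95% interval −0.781 to 0.134) against a limit of −0.626. Fewer interneurons and lower expression in each cell therefore cannot be told apart, since these members spread over both sides of the limit. SST, NPY and VIP are peptide genes, GAD1, GAD2 and SLC32A1 are in the list of GABA signaling, and PVALB and CALB2 are in that of Ca2+ handling.

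Between slides 1 and 3 and slides 2 and 4, 2258 probes differed after the group means were allowed for, 1884 of them higher on slides 2 and 4 by a median of 1.01 on the log2 scale and 374 lower (median −0.70). Of the higher probes 25.2% carried a gene symbol, against 47.5% of all probes. Cultures with other shares of cell types would shift a marker list, but no bound of the median shifts of the 7 lists went beyond 0.346 in size, against a limit of 0.505, which argues against cell make-up as the whole cause. A difference in labelling or hybridization and 2 batches of cultures stay open, and neither was tested. Among the 2776 probes called with TTX or BC, 31 also differed between the slide sets.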

How the results depend on the processing

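The slide set as a block, the arrays of a group on a slide set as a random block, the averaging of the 2 arrays of a group on a slide set, the replicate block with only the 2 groups compared and the use of any probe of a gene were chosen only after the data were seen. Of 13755 combinations of a result and an alternative, 12894 kept their side of the threshold or, for values, stayed within their limit. These include genes not called in either setting, whose direction was not required to hold. Another 744 were no longer past the threshold, 72 passed it newly, 43 values moved by more than their limit and 2 reversed. The cause was not tested, except that averaging leaves 2 values per group and no fold threshold admits smaller changes.

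The counts of called probes (TTX, BC, TTX against BC, and TTX or BC) were 883, 762, 2593 and 1435 with normexp background correction, 950, 830, 2757 and 1551 with the median signal, 941, 830, 2730 and 1543 with the series matrix values, and 4054, 3361, 9867 and 6150 with no fold threshold. With slide as a block they were 2022, 1738, 4930 and 3243, and with the replicate block 1453, 1307, 4356 and 2397. With normexp background correction 7 K+ channel subunit genes were called with BC (12 without it). The correlation of TTX and BC changes across genes was −0.263 with normexp, −0.255 with the median signal, −0.253 with the series matrix values and −0.237 with only probes well above background, where 4 gene lists passed the threshold with BC (7 without that filter). With the mean of all probes, ACHE with BC was −0.631 (adjusted p = 0.04, range over its alternatives 0.04 to 0.962) and CACNA1S with BC −0.0156, both reversed. The ACHE mean includes a probe at −1.94 that was not well above background. With any probe of a gene, 7 genes of homeostatic plasticity were called.

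With the arrays of a slide set averaged and the set as a block, limma called 512 probes with TTX, 0 with BC (2273 at an unadjusted p under 0.05, lowest adjusted p 0.0669), 4258 between TTX and BC and 512 with either, while the log2 fold changes of the named genes stayed the same. Of the paper's K+ channel genes 5 of 14 were called lower with TTX, 0 of 6 higher and 0 of 3 lower with BC (6 and 3 at an unadjusted p). K+ channel subunit genes called were 6 with TTX and 0 with BC (21 and 15 at an unadjusted p), synaptic genes 3, homeostatic plasticity genes 2 and directions as in Fig. 2C 110. With the replicate block and only the 2 groups compared, limma called 1601 probes with TTX, 241 with BC (2125 at an unadjusted p), 3085 between TTX and BC and 1749 with either, for BC 0 of 6 and 0 of 3 K+ channel genes (6 and 3 at an unadjusted p) and 0 subunit genes (14 at an unadjusted p), and 4 gene lists passed with BC. For BC and CTL this block pairs arrays of different slide sets, so its lost BC calls cannot decide whether those calls hold.

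With 1 array left out, called probes ranged from 1416 to 1796 with TTX, 1228 to 1561 with BC, 4243 to 4614 between TTX and BC and 2458 to 2852 with TTX or BC. K+ channel genes of the paper lower with TTX were 12 to 14, and the 6 and 3 genes for BC stayed called. Gene lists past the threshold with BC were 3 to 7, the lowest without BC replicate 3. The correlation of TTX and BC changes ranged from −0.0265 to 0.114, with 0.0852 without CTL replicate 3 and 0.114 without CTL replicate 4.

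Of the 35 splits of the TTX and CTL arrays into 4 and 4, 2 called as many probes as the real one (1718), so chance cannot be excluded by this count. The other was the split that follows the slide sets, with 1919. With the slide set as a block, 1 of 35 did so, the real one, with 2036 against at most 7 in the others. For BC and CTL (1493) the other splits called at most 4, and for TTX and BC (4581) at most 3. These splits exchange arrays across the slides. Only 7 splits other than the real one part all 4 slides as the groups do, too few for a share under 0.05, and they called at most 1 probe with TTX, 1 with BC and 0 between TTX and BC.

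Signal over background limits the dim genes: 30665 probes were well above background in a group, among them 1582 of the 1718 called with TTX and 1373 of the 1493 called with BC.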

Differences from the paper's values

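The setting that uses any probe of a gene, the averaging of the arrays of a slide set and the replicate block with only the 2 groups compared were chosen only after the result was seen. The paper's text gives 901 transcripts regulated by TTX or BC. Here 2776 probes were called at the thresholds the paper states. None of the alternatives set before the data were examined brings the count within 1.5 times the paper's, and the nearest was normexp background correction, with 1435. The averaging of the arrays of a slide set, chosen after the values were seen, gave 512 and dropped 9 of 14, 6 of 6 and 3 of 3 of the paper's K+ channel genes.

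Of 198 directions read by eye from Fig. 2C for 99 genes, 184 were the same here. In the text, the paper names a pair of Na+ channel genes as the only ones regulated, while SCN7A, SCN1A and SCN3B were called here.

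For TTX, the figure draws CHRM3 as higher, and its log2 fold change was 0.85 (limma adjusted p = 0.0657). It was called with normexp background correction (adjusted p = 0.0453) and without TTX replicate 3 (adjusted p = 0.0153), among others, with a range of 0.0153 to 0.217 over its alternatives. The figure draws PCSK1N as lower, where it was 0.27 (limma adjusted p = 0.332) and no alternative called it lower. TH is drawn as unchanged and was −0.63 (limma adjusted p = 0.00488), not called with normexp, the median signal or the series matrix values. GRIA4, PTGS2 and RASGRF1 are drawn as lower and GRIN2A as higher, and their brightest probes were not called (0.17, 0.01, −0.25 and 0.41), while another probe of each, for PTGS2 1 of 8, was called in the figure's direction (−0.77, −0.76, −0.75 and 0.92). The text has HOMER1 lowered by TTX, where its probes were −0.03 and 0.35.

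For BC, the figure draws CASR, EFNA4, LIN7B, KCNN1 and PDE1A as unchanged. They were called lower here: −1.29, −0.66, −0.60, −0.60 and −0.75. CASR was not called with normexp, the median signal or the series matrix values, EFNA4 was not called under 20 of 27 alternatives, LIN7B under 8 and KCNN1 under 11, and PDE1A was not called with the arrays of a slide set averaged or with the replicate block and only the 2 groups compared. CART is drawn as higher, and CARTPT was −0.99 (limma adjusted p = 0.0347), not called under 12 of 27 alternatives, 6 of them leaving out 1 array (adjusted p from 0.0208 to 0.203). HOMER1 is drawn as lower, where the brighter probe was −0.02 and the other was −0.70.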

Other observations

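Apart from the averaging of arrays given as an alternative, no test reported in this part was chosen only after its result was seen.

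Genes of cholesterol synthesis moved down together with TTX. The 25 genes had a median log2 fold change of −0.34 (95% interval −0.462 to −0.207), with −0.32, −0.29, −0.33 and −0.34 on slides 1 to 4, and 2 of them were called lower (2 adjusted over the list alone). STARD4, which encodes a sterol carrier protein, fell by 1.20 (SE 0.0842, n = 4 arrays per group, limma adjusted p = 1.9e-05), and TM7SF2, a sterol reductase gene, fell by 0.62. The shift was not past the threshold in share of called genes (Fisher's exact test, adjusted p = 0.422), and with an estimated correlation camera gave adjusted p = 0.033. With BC the list was not shifted (camera adjusted p = 0.442).

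Markers of cell types moved as follows. With TTX, markers of all neurons were lower by a median of 0.15 (median −0.15, camera adjusted p = 0.00659, and adjusted p = 0.174 with an estimated correlation), with NEFH called (−0.92), and markers of glutamatergic neurons were higher (camera adjusted p = 0.00861, and adjusted p = 0.266 with an estimated correlation), with NEUROD2 (0.75) and SLC17A6 (0.59, not called under 8 of 27 alternatives) called. Astrocyte (camera adjusted p = 0.265, past the threshold under 1 of 26 alternatives), oligodendrocyte (0.255), microglia (0.647) and endothelial, mural and fibroblast lists (0.131) were not shifted, although LUM fell (−0.98). With BC, endothelial, mural and fibroblast markers were higher by a median of 0.32 (0.46, 0.47, 0.43 and 0.31 on slides 1 to 4, and adjusted p = 0.0305 with an estimated correlation), with CLDN5 (1.65, not called under 5 of 27 alternatives), TAGLN (1.33), DCN (0.87) and LUM (0.85) called. Glutamatergic (camera adjusted p = 0.126, past the threshold under 3 of 26 alternatives), interneuron (0.188), microglia (0.416), all-neuron (0.416), oligodendrocyte (0.733) and astrocyte lists (0.733) were not shifted with BC, as whole lists, although the microglial gene LYZ2 rose (2.30). Of 11 glutamatergic markers, 3 were called lower with BC and 0 higher (Fisher's exact test, adjusted p = 0.0217): NEUROD2 (−0.72), PROX1 (−0.72, not called under 14 of 27 alternatives) and NRGN (−0.60, not called under 7).

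Respiratory chain genes were lower with TTX (median −0.06, camera adjusted p = 0.0252) and higher with BC (median 0.09, camera adjusted p = 0.00656). With an estimated correlation neither passed (adjusted p = 0.4 and 0.709). The shift with TTX was not past the threshold under 5 of 26 alternatives, 2 of them leaving out 1 array. One of the 5 was the 75th percentile scaling (0.398, range over its alternatives 0.00186 to 0.398). With BC, the lists of inflammation (camera adjusted p = 0.0194, 4 higher), the integrated stress response (0.0299, not past the threshold under 4 of 26 alternatives), the cell cycle (0.0346, not past it under 8 of 26) and ionotropic glutamate receptors (0.0473, not past it under 17 of 26, 8 of them leaving out 1 array, with a range of 0.012 to 0.251) passed, and with an estimated correlation each had adjusted p = 0.709. CCL2 (1.79), MMP9 (1.96) and MX1 (0.76) rose with BC. With TTX, inflammation (camera adjusted p = 0.185, 3 higher and 1 lower), heat shock (0.0588, with HMOX1 at 0.87), p53 targets (0.828, 1 higher and 2 lower), the integrated stress response (0.678), the cell cycle (0.761), housekeeping genes (0.424, with PGK1 at −0.64), axon guidance (0.799), growth factors (0.214), ionotropic (0.678) and metabotropic glutamate receptors (0.384) and postsynaptic genes (0.512) were not shifted. Heat shock with TTX did pass the threshold under 6 of 26 alternatives, 3 of them leaving out 1 array (range 0.0238 to 0.209). Inflammation with TTX passed it under 1 of 26 (range 0.0297 to 0.401). With BC, heat shock (0.659), p53 targets (0.659, 1 higher and 1 lower), housekeeping genes (0.442), axon guidance (0.442), growth factors (0.66, 1 higher and 2 lower), GABA signaling (0.418), metabotropic receptors (0.667), postsynaptic genes (0.667) and voltage-gated Ca2+ channel subunits (0.863, with CACNA1S at 0.89, not called under 8 of 27 alternatives) were not shifted.

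GAPDH had log2 fold changes of −0.26 with TTX (limma adjusted p = 0.037, below the fold threshold) and 0.03 with BC (limma adjusted p = 0.91, with either sign over the scaling alternatives). GFAP had −0.06 with BC (limma adjusted p = 0.941), RBFOX3 had −0.15 with TTX (limma adjusted p = 0.159) and SLC17A7 had 0.18 with TTX and −0.29 with BC (limma adjusted p = 0.687 and 0.483). Under averaging of the arrays of a slide set, an alternative chosen after the data were seen, the calls of TM7SF2 (adjusted p = 0.0613), HMOX1 (adjusted p = 0.0783), PGK1 (adjusted p = 0.0524) and SLC17A6 (adjusted p = 0.0558) with TTX were lost, as were all BC calls.

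Across 35711 genes, the TTX and BC changes correlated at r = −0.0115. This value depended on the processing, with −0.263 with normexp background correction, −0.255 with the median signal, −0.253 with the series matrix values, −0.237 with only probes well above background, 0.0852 without CTL replicate 3 and 0.114 without CTL replicate 4. In 100 simulations with no effect, sharing the CTL arrays alone gave r = 0.501 (0.465 to 0.525), and when the CTL arrays were split between the comparisons the observed r was −0.224 to −0.125 over the 4 splits that gave each comparison a CTL array of each slide set, and −0.335 to −0.125 over all 6 splits. On single slides r was 0.282, 0.249, 0.35 and 0.136.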
